# Comparative Genomic Hybridization (CGH) Reveals a Neo-X Chromosome and Biased Gene Movement in Stalk-Eyed Flies (Genus *Teleopsis*)

**DOI:** 10.1371/journal.pgen.1001121

**Published:** 2010-09-16

**Authors:** Richard H. Baker, Gerald S. Wilkinson

## Abstract

Chromosomal location has a significant effect on the evolutionary dynamics of genes involved in sexual dimorphism, impacting both the pattern of sex-specific gene expression and the rate of duplication and protein evolution for these genes. For nearly all non-model organisms, however, knowledge of chromosomal gene content is minimal and difficult to obtain on a genomic scale. In this study, we utilized Comparative Genomic Hybridization (CGH), using probes designed from EST sequence, to identify genes located on the X chromosome of four species in the stalk-eyed fly genus *Teleopsis*. Analysis of log_2_ ratio values of female-to-male hybridization intensities from the CGH microarrays for over 3,400 genes reveals a strongly bimodal distribution that clearly differentiates autosomal from X-linked genes for all four species. Genotyping of 33 and linkage mapping of 28 of these genes in *Teleopsis dalmanni* indicate the CGH results correctly identified chromosomal location in all cases. Syntenic comparison with *Drosophila* indicates that 90% of the X-linked genes in *Teleopsis* are homologous to genes located on chromosome 2L in *Drosophila melanogaster*, suggesting the formation of a nearly complete neo-X chromosome from Muller element B in the dipteran lineage leading to *Teleopsis*. Analysis of gene movement both relative to *Drosophila* and within *Teleopsis* indicates that gene movement is significantly associated with 1) rates of protein evolution, 2) the pattern of gene duplication, and 3) the evolution of eyespan sexual dimorphism. Overall, this study reveals that diopsids are a critical group for understanding the evolution of sex chromosomes within Diptera. In addition, we demonstrate that CGH is a useful technique for identifying chromosomal sex-linkage and should be applicable to other organisms with EST or partial genomic information.

## Author Summary

The distribution and organization of genes on chromosomes vary widely among animals. Chromosomes can change in number and size, as well as gene composition, over short evolutionary time scales. Furthermore, chromosome location can influence how genes are expressed in various tissues and how they evolve. The sex chromosomes, in particular, have a dynamic impact on gene movement, expression, and evolution. Uncovering the chromosomal location of genes has traditionally been difficult for non-model organism species. In this study, we assess sex chromosome linkage using a new method that hybridizes DNA from males and females to probes representing over 3,400 genes in stalk-eyed flies. This technique identifies 533 genes (15%) that are located on the X chromosome with the remaining genes located on two autosomes. Comparison of these genes with their location in *Drosophila* indicates that the X chromosome in stalk-eyed flies is nearly completely homologous to the autosome 2L in *D. melanogaster*. This result reveals the formation of a neo-X chromosome in the lineage leading to stalk-eyed flies and indicates that stalk-eyed flies provide a valuable new system to study the origin and evolution of sex chromosomes.

## Introduction

The origin and evolution of sex chromosomes have long been of interest to geneticists and evolutionary biologists [1]–[3]. Besides their essential role in sex-determination, sex chromosomes are distinct from autosomes in their gene content, pattern of gene expression, rate of gene duplication and rate of protein evolution [4]. These differences are critical in shaping both the evolution of sexual dimorphism and patterns of speciation. Dramatic variation exists among animals in sex determination systems [3] and genomic organization of sex chromosomes [5]. Despite this variation, sex chromosome gene content is unknown for most species and only in a handful of taxonomic groups (e.g. mammals, *Drosophila*) are there sufficient comparative data to map the dynamics of sex chromosome evolution [6]–[12]. In this paper, we explore the utility of Comparative Genomic Hybridization (CGH) microarray experiments to differentiate X-linked genes from autosomal genes in several species of stalk-eyed flies from the genus *Teleopsis*. This analysis reveals the formation of a neo-X chromosome in *Teleopsis* relative to other Diptera, and identifies substantial gene movement between autosomes and sex chromosomes.

Considerable theory [e.g. 13]–[17] has been developed under the assumption that sex chromosome identity is determined by the presence of a male-determining factor that initially appeared on an autosome. Once genic sex determination appears, sexually antagonistic alleles, i.e. those with beneficial effects in males but harmful effects in females, should increase in frequency if they are linked to the sex-determining factor [15]. As soon as multiple loci are required for male functionality (or if there are alleles that cause sterility in the opposite sex), then selection will favor reduced recombination between the sex chromosomes. Lack of recombination, together with the joint effects of mutation, natural selection and genetic drift, are then expected to result in degeneration of the Y chromosome (or W in female heterogametic species). Eventually, according to theory, extreme divergence in gene content between sex chromosomes will evolve with only a small number of genes essential for male function expected to survive on the Y.

Once sex chromosomes appear, dosage compensation mechanisms will often evolve to equalize the gene expression differences that result from one sex being heterogametic [18], [19]. In addition, selection for how genes are expressed on sex chromosomes relative to autosomes is expected to differ because X chromosomes are exposed to selection in males half as often as in females, assuming an equal sex ratio. Conflict will arise when alleles that favour one sex are harmful to the other. How such sexually antagonistic conflict is resolved depends on the dominance of the alleles [15], [20]. A number of recent studies have attempted to evaluate these predictions and so far, largely support predictions based on dominant, rather than recessive, allelic effects. In *Drosophila*, a large fraction of the genome exhibits sex-biased expression [21], [22] and X chromosomes show evidence of feminization, i.e. there are fewer male-biased genes and more female-biased genes on the X chromosome than on the autosomes and much of the bias in gene expression is associated with gametogenesis [23]–[25].

An alternative, but not mutually exclusive, explanation for why genes with male-biased expression are under-represented on the X chromosome is that this chromosome is transcriptionally silenced during spermatogenesis in flies [26]–[28] and mammals [29]. Meiotic sex chromosome inactivation (MSCI) has been used to explain why gene movements caused by retrotransposition (detectable by the absence of introns in the derived copy) more commonly involve movement from X chromosomes to autosomes than the reverse and typically exhibit expression in *D. melanogaster* testes [30]. Similar patterns have been found for several other *Drosophila* species in which genes have moved by both RNA and DNA-based mechanisms [9], [31]. Movement of mammalian genes from the X to autosomes has also been linked to sex chromosome silencing [10], [32]. Furthermore, the demasculinization of a neo-X chromosome in *D. pseudoobscura* appears to be driven not by shifts in sex-biased gene expression but rather by differential gene gain, loss and movement [25]. Male-biased genes on the neo-X of *D. pseudoobscura* have not evolved female-biased expression. Instead, they have been either lost from the X and then newly created on an autosome or moved from the X to an autosome.

Stalk-eyed flies in the family Diopsidae are an excellent group in which to explore the dynamics of sex chromosome evolution. They have become an iconic system for studying sexual selection and the sex chromosomes harbor much of the genetic variation affecting numerous aspects of their reproductive biology. Many species exhibit dramatic sexual dimorphism in head shape in which the eyes are placed on the ends of stalks [33]. In some males, the outer most distance between the eyes (eyespan) is twice their body length. Sexual dimorphism in eyespan has evolved multiple times within the family [34]. Evidence suggests that long eyespan males in sexually dimorphic species succeed in male-male contests [35] and are also preferred by females [36]–[38]. Much of the genetic variation associated with exaggerated male eyespan in at least one dimorphic species, *Teleopsis dalmanni*, is located on the X chromosome [39], [40]. In addition, X chromosome effects have also been found for sperm length [41] and parts of the female sperm storage organs [42].

An additional noteworthy feature of diopsids from southeast Asia is that several species in the genus *Teleopsis* [recently synonymized with *Cyrtodiopsis*, 43] exhibit a classic sex ratio polymorphism in which male carriers produce predominantly female offspring [44], [45]. This meiotic drive system is genetically linked to eyespan such that male eyespan serves as an indicator of genetic quality due to an association between short eyespan and segregation distortion [46]. In *T. dalmanni*, the loci influencing drive is X-linked and appears to be associated with an inversion complex that restricts recombination on this chromosome [40]. Therefore, knowing which genes reside on the X chromosome in *T. dalmanni* would be extremely valuable for understanding the genetic consequences of sexual selection in the diopsids and provide another invertebrate system to compare with *Drosophila*. CGH allows the identification of sex-linkage on a substantially larger scale than has been possible to date by traditional linkage mapping.

CGH microarray analysis is primarily used for fine scale identification of gene copy-number variation and is most commonly used in medical applications [47]–[49]. Because the technique involves the relatively simple approach of hybridizing DNA from two different tissues that may differ in gene copy-number at one or several regions of the genome, we expected that it might accurately distinguish the copy-number difference in X-linked genes between male and female DNA samples. Female stalk-eyed flies are XX and, therefore, should produce a hybridization intensity for X-linked genes that is twice that of males, which are XY. Alternatively, autosomal genes should exhibit no difference between the sexes, while Y-linked genes will produce a hybridization signal only for males. Therefore, oligonucleotide arrays were generated from an annotated EST library for *T. dalmanni* and genomic hybridization comparing male and female DNA were performed for this species and three congeneric species.

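Genomic DNA of females, labelled with Cy5, was hybridized together with genomic DNA of males, labelled with Cy3, to 4 arrays for *T. dalmanni*. The dyes were not swapped on any of the 16 arrays of the study, so an effect of the dye on a probe cannot be separated from a difference between the sexes. Each array holds 29362 features for consensus sequences (conseqs) of the EST library, among 30779 features in all, with between 1 and 10 features per conseq and a median of 9. The authors deposited the output of the scanner's Feature Extraction software for every array, in which the ratio of both channels is a log10 value after background subtraction and linear dye normalization, and a table with 1 centralized log2 ratio per conseq and hybridization. For the values given here, the ratios in the scanner output were converted to log2 female/male ratios. Features saturated in either channel were left out, as were features with a signal under 2 times the background in both channels, since the paper's text does not say whether 1 dim channel is enough. The median over the remaining features of a conseq was taken, and each array was centralized so that the mode of its autosomal peak, read from a kernel density with a bandwidth of 0.03, lay at 0. Between 99.1 and 99.6% of the features were kept on the *T. dalmanni* arrays. The median male signal lay between 37.5 and 91.8 times the background (median of the 4 arrays 85.6) and the median female signal between 46.8 and 101 times (median 90.2). With 4 hybridizations, the number of arrays limits the precision of every mean. All 4 arrays gave a value for 3694 conseqs. The paper counts genes, each 1 conseq or the mean of several, and the files do not pair conseqs with gene names. Names were therefore taken from Table S1 and Table S3 by matching their values to the conseqs within 0.001. Of the first 1971 of the 3444 rows of Table S1, which are the part held here, 1839 matched 1 conseq, 122 matched the mean of 2 and 6 the mean of 3, and 4 were not matched. In all, 2197 conseqs received a name and 1501 did not.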

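Every scanner output was used for the sample it is recorded for. For a pair of arrays, that sample differs from the one the authors' table gives. Across conseqs, which are not independent replicates, the output recorded for *T. dalmanni* replicate 4 correlated at 0.676 with the authors' own column of that name and at 0.998 with their column for *T. quinqueguttata* replicate 1, where 96.2% of the values were equal within 0.002 after a shift by a constant. The output recorded for *T. quinqueguttata* replicate 1 correlated with the authors' column for *T. dalmanni* replicate 4 at 1.00, with 99.8% of the values equal, and at 0.675 with its own. The array position written inside each output is the one in the record. The output recorded for *T. quinqueguttata* replicate 1 correlated at 0.899 to 0.967 with the authors' columns for *T. dalmanni* replicates 1 to 3 and at 0.660 to 0.767 with those for *T. quinqueguttata* replicates 2 to 4. That recorded for *T. dalmanni* replicate 4 correlated at 0.670 to 0.679 with *T. dalmanni* replicates 1 to 3, and at 0.796, 0.821 and 0.666 with *T. quinqueguttata* replicates 2, 3 and 4. No array was placed by its values, and the values of *T. dalmanni* and *T. quinqueguttata* are given from the outputs as recorded and also from the authors' deposited values, which were averaged and called in the same way. Both species were also computed without the array in question. Exchanging the outputs and leaving both out were added as alternatives after the data were examined.

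**Figure D1:**
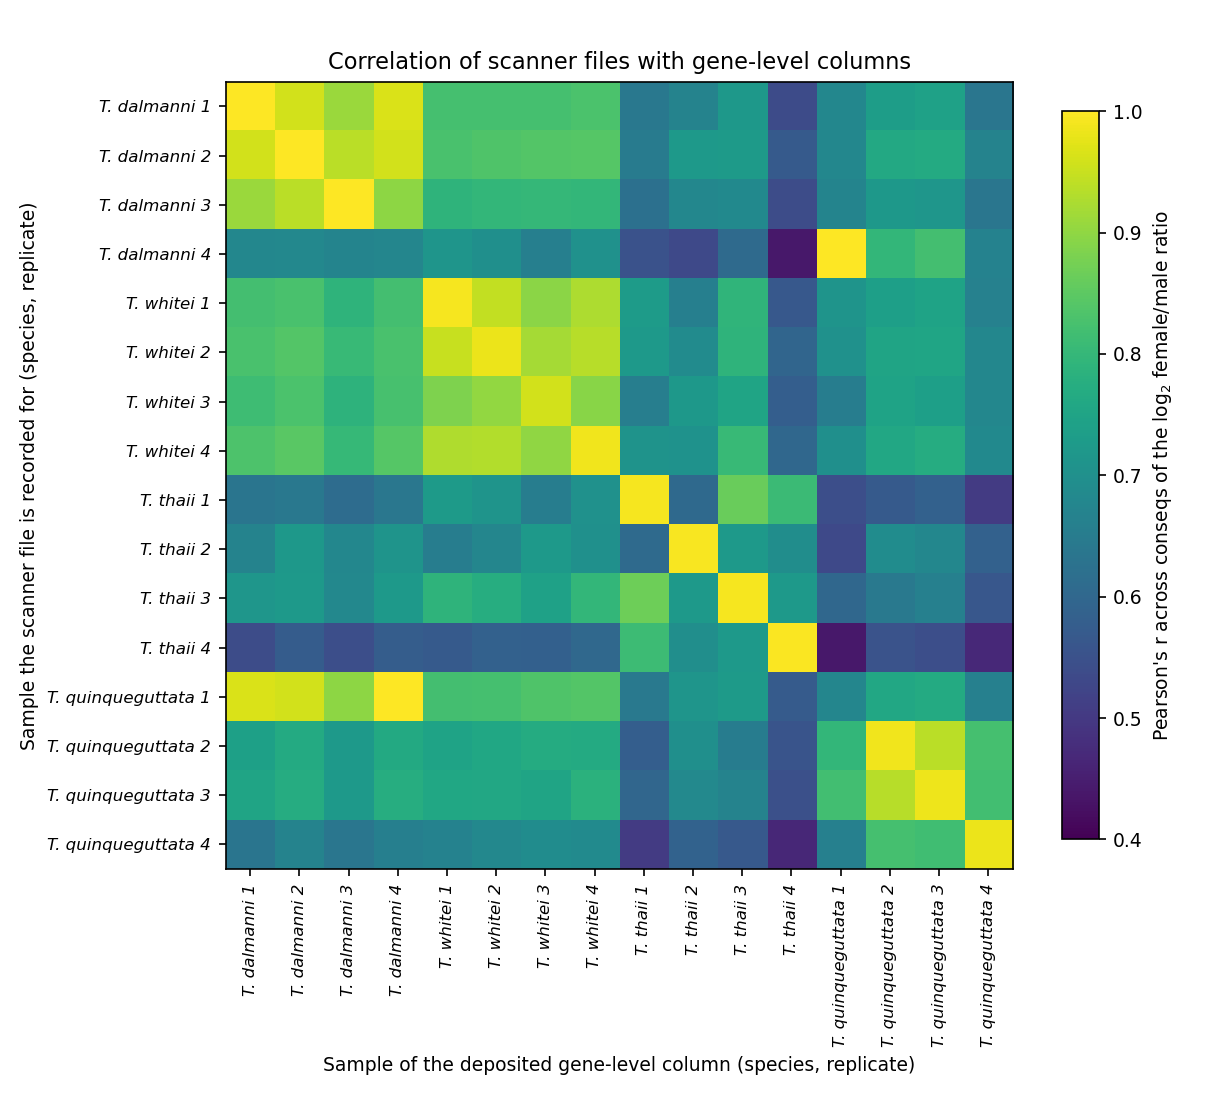
Pearson correlation across conseqs between the log2 ratios computed from each scanner output (vertical, by the sample it is recorded for) and each column of the authors' centralized values (horizontal). The highest value of each of the 16 outputs lies on the diagonal except for *T. dalmanni* replicate 4 and *T. quinqueguttata* replicate 1, whose highest values, 0.998 and 1.00, lie in each other's column.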

## Results

### *T. dalmanni* Chromosome Location

The *T. dalmanni* log_2_ ratio values of female-to-male signal intensities for 3444 genes, averaged across four hybridizations, exhibit a clear bimodal distribution with one peak at 0 and the second peak at 0.925 (Figure 1; Table S1). 

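The mode of the conseq means above the valley was 0.845 in *T. dalmanni*. Single arrays had modes of 0.9125, 0.925 and 0.905 on replicates 1 to 3 and of 0.725 on replicate 4 (mean 0.87, SD 0.09, n = 4). The valley between the peaks was nearly empty, with 4 of the 3694 conseqs in its emptiest stretch. Within a conseq, the median SD across the 4 hybridizations was 0.09. By the authors' deposited values the mode was 0.90, and without replicate 4 it was 0.91.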

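Each pair of *T. dalmanni* hybridizations was compared across conseqs, which are not independent replicates, so no test is attached to the coefficients. The 6 pairwise Pearson coefficients lay between 0.670 and 0.960 and averaged 0.805 (SD 0.143). Replicate 4 had the lowest average coefficient with the others (0.676), and replicates 1 to 3 had 0.849, 0.859 and 0.839. Without replicate 4 the average was 0.935, and for the columns of the authors' table it was 0.938.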

The average correlation in gene log**_2_** ratio values across different hybridizations was 0.938. 

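Windows 0.1 wide were moved in steps of 0.0125 between 0.2 and 0.8 over the *T. dalmanni* conseq means, and the middle of the window with the fewest conseqs was taken as the boundary, which gave 0.4375. Single arrays gave boundaries between 0.45 and 0.5375 (SD 0.04, n = 4). Loess normalization moved the boundary most, to 0.3625. The authors' deposited values gave 0.4875.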

Based on the histogram, the interval with the fewest entries (5 genes) fell between 0.45 and 0.55 so a cut-off of 0.5 was used to distinguish autosomal from X-linked genes. 

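For each *T. dalmanni* conseq, the 95% confidence interval of the mean of the 4 hybridizations, from their SD and the normal distribution, was set against the boundary. Of 3694 conseqs, 3080 lay below it, 518 above it, and 96 (2.60%) had an interval that contained it. Intervals from Student's t distribution, which are wider with 4 values, changed the calls most and left 253 conseqs unknown. Replicate 4 decided the number of unknown conseqs. Without it 35 were unknown and 566 X-linked, whereas without replicates 1, 2 and 3 in turn 189, 186 and 167 were unknown. From the authors' deposited values, 3108 conseqs were autosomal, 568 X-linked and 17 unknown, and 1 was set apart as putatively Y-linked. For the 1839 genes of Table S1 that match 1 conseq, 97.8% of the calls were the same as those the paper lists, and no gene was autosomal in one and X-linked in the other.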

With this criterion, 2891 genes were scored as autosomal, 533 as X-linked and 16 as unknown. Therefore, based on this sample of genes, the X chromosome represents approximately 15% of the *T. dalmanni* genome, a measure that is similar to an estimate of the relative size of the X chromosome (12%) generated from mitotic chromosome lengths [Figure 2, 39]. 

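X-linked conseqs made up 14.0% of the 3694 conseqs with a value on every *T. dalmanni* array, and 15.4% by the authors' deposited values. With K-means calls the share was 15.6%. Conseqs come from transcripts of 1 tissue, so the share is one of sampled transcripts and not of DNA length. From 2 peaks in the ratio and a boundary in the valley between them, the paper scores genes as autosomal or X-linked. It does so only where the confidence interval of a gene lies wholly on 1 side of the boundary, and leaves the others unknown. From the share of genes scored as X-linked, the paper concludes how large the X chromosome is. It compares this value with mitotic chromosome lengths.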

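K-means clustering with 2 clusters, Euclidean distance and 50 starts was run on the 4 centralized log2 ratios of each *T. dalmanni* conseq. No conseq that lay wholly on 1 side of the boundary was placed in the opposite cluster. Of the 96 unknown conseqs, 59 (61.5%) joined the X-linked cluster.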

K-means clustering did not provide any chromosomal assignments that contradicted the first method but scored most of the unknown genes from the first method as X-linked. 

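The *T. dalmanni* clusters held 3117 and 577 conseqs. With each array left out in turn, the size of the smaller cluster stayed between 577 and 579.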

Overall, K-means scored 2895 genes as autosomal and 545 genes as X-linked. We validated chromosome classifications for 33 loci, four of which were putatively on the X and one was on the Y chromosome. 

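Table S2 lists 36 loci with their chromosome from genotypes, of which 19 could be paired with a conseq here. All 15 loci that segregate as autosomal had *T. dalmanni* log2 ratios between −0.09 and 0.16, with a median of 0.01, and were called autosomal. Of the X-linked loci, *CG8668* at 0.97 ± 0.06 (SD, n = 4) and *cryptocephal* at 0.84 ± 0.13 (SD, n = 4) had intervals above the boundary. The interval of *bunched*, at 0.55 ± 0.18 (SD, n = 4), contained it. In the authors' deposited values *bunched* had 0.63 ± 0.11 (SD, n = 4) and was X-linked.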

After PCR and genotyping of at least 35 males and 35 females, all loci were assigned correctly with 28 putative autosomal loci containing male heterozygotes, and 4 putative X-linked loci lacking male heterozygotes (Table S2). One gene, ORF-126, had an extremely low log**_2_** ratio of −6.732 and the next lowest value for any gene was −0.569. Therefore, we suspected this gene was Y-linked and designed primers from the EST sequence to test this possibility. 

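On the *T. dalmanni* arrays, the conseq of ORF-126 had log2 ratios of −7.20, −6.43 and −6.89 on replicates 1 to 3 and of 0.47 on replicate 4, a mean of −5.01 ± 3.67 (SD, n = 4). The female signal was well above the background for all 28 of its features on the 4 arrays, so the ratios are measured values and not limits set by the background. A conseq was listed as putatively Y-linked where its mean was −2 or lower and every array −1 or lower. Because of replicate 4, ORF-126 did not meet this rule, and its interval below the boundary counts it among the autosomal conseqs. Without replicate 4 it met the rule, with a mean of −6.84. The authors' deposited values gave −6.73 ± 0.41 (SD, n = 4), a 106-fold higher signal in males. No other *T. dalmanni* conseq met the rule under any of these. The next lowest *T. dalmanni* mean was −1.21, for *RpII215*, whose ratio on replicate 4 was −4.84, and by the authors' deposited values the next lowest was −0.57. In the other species the conseq of ORF-126 had −0.10 ± 0.33 in *T. whitei*, 0.92 ± 0.26 in *T. thaii* and −1.69 ± 3.12 in *T. quinqueguttata* (SD, n = 4 each). The *T. quinqueguttata* mean rests on replicate 1, at −6.35, and by the authors' deposited values it was 0.04 ± 0.30 (SD, n = 4).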

We conducted PCRs each on 47 individual males and 47 individual females and found that all of the male PCRs produced a band while none of the female PCRs produced a band, confirming the location of ORF-126 on the Y chromosome.

**Figure 1:**
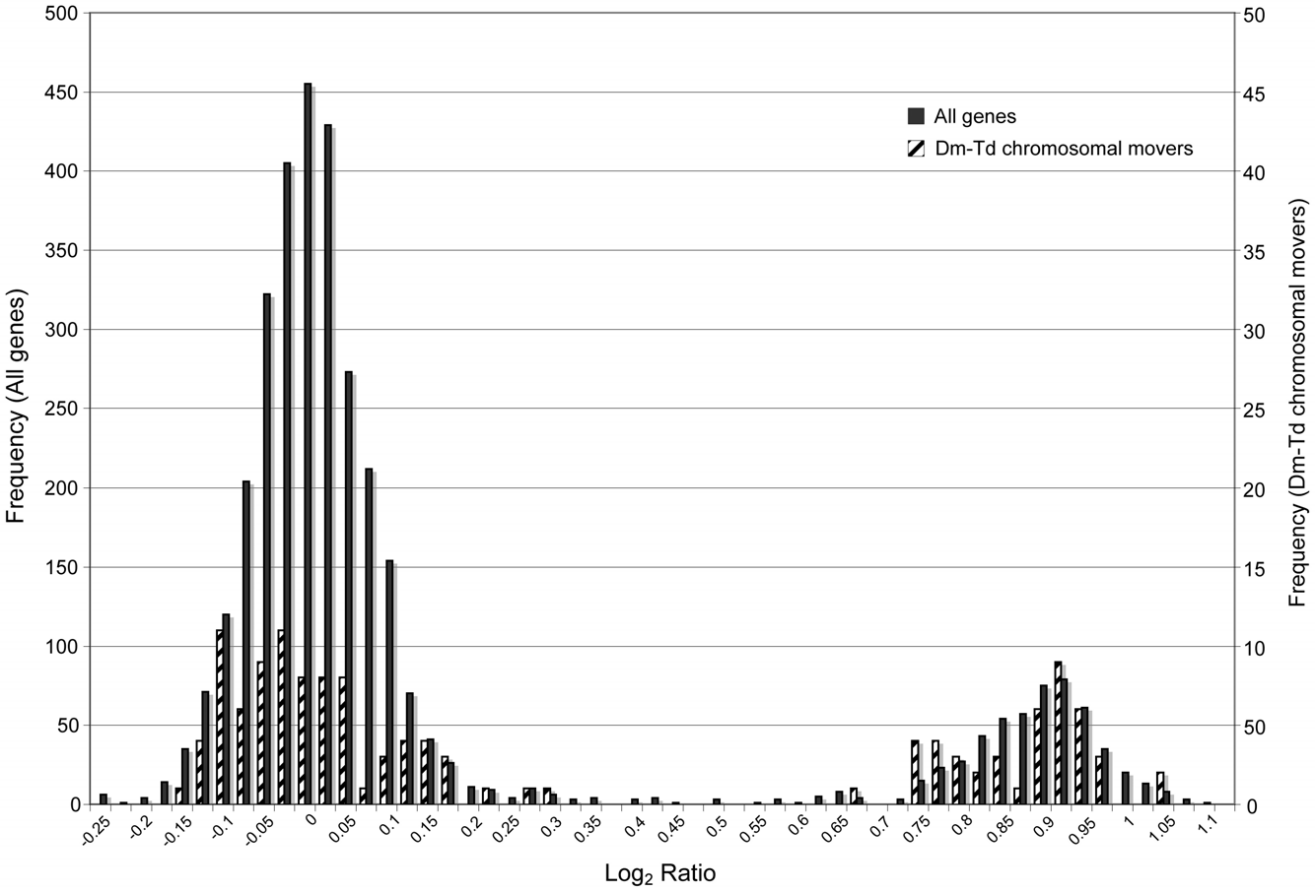
Distribution of *T. dalmanni* CGH log_2_ ratio values. Male and female genomic DNA were hybridized to microarray slides containing probes designed from EST sequence data. A total of 3444 genes are represented. The large peak indicates autosomal genes while the smaller peak are genes on the X chromosome. Dark bars indicate the log_2_ ratio distribution for all the genes, while the hatched bars provide the log_2_ ratio distribution for the 132 genes that violate the syntenic relationship between the X chromosome in *T. dalmanni* and the 2L chromosome in *D. melanogaster*.

**Figure 2:**
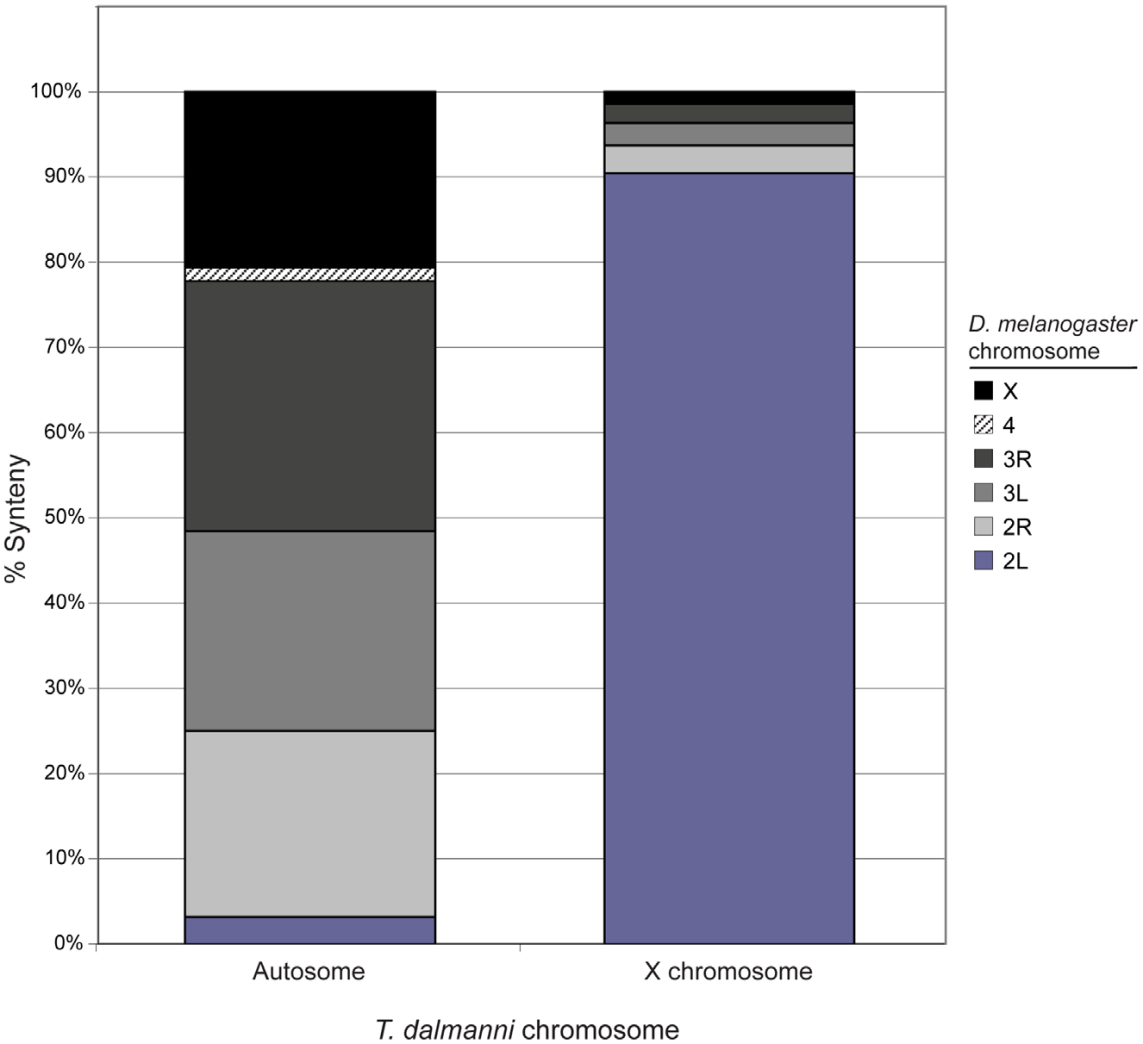
*T. dalmanni* chromosomal synteny with *D. melanogaster*. The autosomal category includes 2891 *T. dalmanni* genes and the X chromosome comprises 533 *T. dalmanni* genes. Homology between *D. melanogaster* and *T. dalmanni* was assessed based on BlastX searches of EST sequence [50].

### Synteny with *Drosophila*

Inspection of the gene annotation for the *D. melanogaster* genes that are homologous to the *T. dalmanni* genes on the array reveals that 453 (90%) of the X-linked genes in *T. dalmanni* are found on chromosome 2L in *D. melanogaster* (Figure 2). The remaining 46 X-linked genes that have a homologous gene in *D. melanogaster* are found on each of the other major chromosome arms in roughly equal numbers (15 from 2R, 11 from 3L, 11 from 3R and 9 from the X). Conversely, the *T. dalmanni* autosomal genes have relatively few homologs on 2L (86 genes) compared to the other major *Drosophila* arms: 2R (601), 3L (646), 3R (805), and X (569) (Figure 2). This pattern indicates a strong syntenic relationship between the X chromosome in *T. dalmanni* and chromosome 2L in *D. melanogaster*. Figure 1 depicts the log ratio values for the genes that violate this syntenic relationship. If the putative chromosomal movement indicated for these genes is an artifact of the methodology we would expect their log**_2_** ratios to be concentrated more in the valley between the peaks but this is not the case. 

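Table S3 as held here lists 192 genes, of which 130 break the relation between the *T. dalmanni* X chromosome and 2L by the paper's calls, and 127 of them could be paired with 135 conseqs. The 91 conseqs that are autosomal by those calls and map to 2L had a median *T. dalmanni* ratio of −0.03 (SD across conseqs 0.15, range −1.08 to 0.37), against 0.00 (SD 0.13) for all conseqs called autosomal here. Of the 91, 86 were called autosomal and 5 unknown. The 44 conseqs that are X-linked and map to another arm had a median of 0.81 (SD 0.09, range 0.56 to 0.95), against 0.85 (SD 0.09) for all X-linked conseqs, with 37 called X-linked and 7 unknown. Within 0.2 of the boundary, a distance chosen after the values were seen, lay 7 of the 135 conseqs (5.19%) and 61 of the other 3559 (1.71%). Leaving out a *T. dalmanni* array, which was added after the data were examined, gave 4 of the 135 (2.96%) and 49 of the others (1.38%) without replicate 4, and 11 (8.15%) and 88 (2.47%) without replicate 2. With the authors' deposited values, also added afterwards for this count, 2 of the 135 (1.48%) and 41 of the others (1.15%) lay there. By arm, the X-linked medians were 0.85 for 17 conseqs of 2R, 0.79 for 11 of 3L, 0.78 for 11 of 3R and 0.82 for 5 of the X. No test was run, because the genes were listed by the paper's calls of the same hybridizations and a chromosome arm was at hand only for the genes of Tables S2 and S3. From the lack of a concentration in the valley, the paper proposes that the putative movement of these genes is not an artifact of the method.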

Using GeneMerge, for the small number of genes whose homologs are not located on 2L in *D. melanogaster* but are X-linked in *T. dalmanni* we tested whether their location on the non-2L chromosome in *D. melanogaster* is clustered within a specific chromosomal region on that chromosome. The program divides each chromosome into regions corresponding to the cytogenetic map designations and assesses whether a subset of genes in a sample are disproportionately represented in one of these regions. A clustered distribution might suggest the existence of a small primitive X chromosome that was subsequently fused with the 2L homolog, but the non-2L X-linked genes were randomly distributed across each of their respective homologous chromosome in *D. melanogaster*.

In order to investigate the synteny between the non-2L chromosomes in *D. melanogaster* and the two autosomes in *T. dalmanni* we mapped 28 genes by genotyping flies from two previous F2 intercross experiments involving lines in which males were selected for increased or decreased relative eyestalk length [40]. Each of the genes contained a single amino acid repeat region that varied in length between the lines and, therefore, segregated as a length polymorphism. Inspection of the resulting linkage map (Figure 3, Table S2) reveals that one diopsid autosome contains multiple genes from the *D. melanogaster* X and 3L chromosome arms (Muller elements A and D) while the other autosome contains multiple genes from chromosome arms 2R and 3R (Muller elements C and E). Two genes (*grainy head* and *CG32133*) appear to have moved between *Teleopsis* autosomes based on their location in *D. melanogaster*.

**Figure 3:**
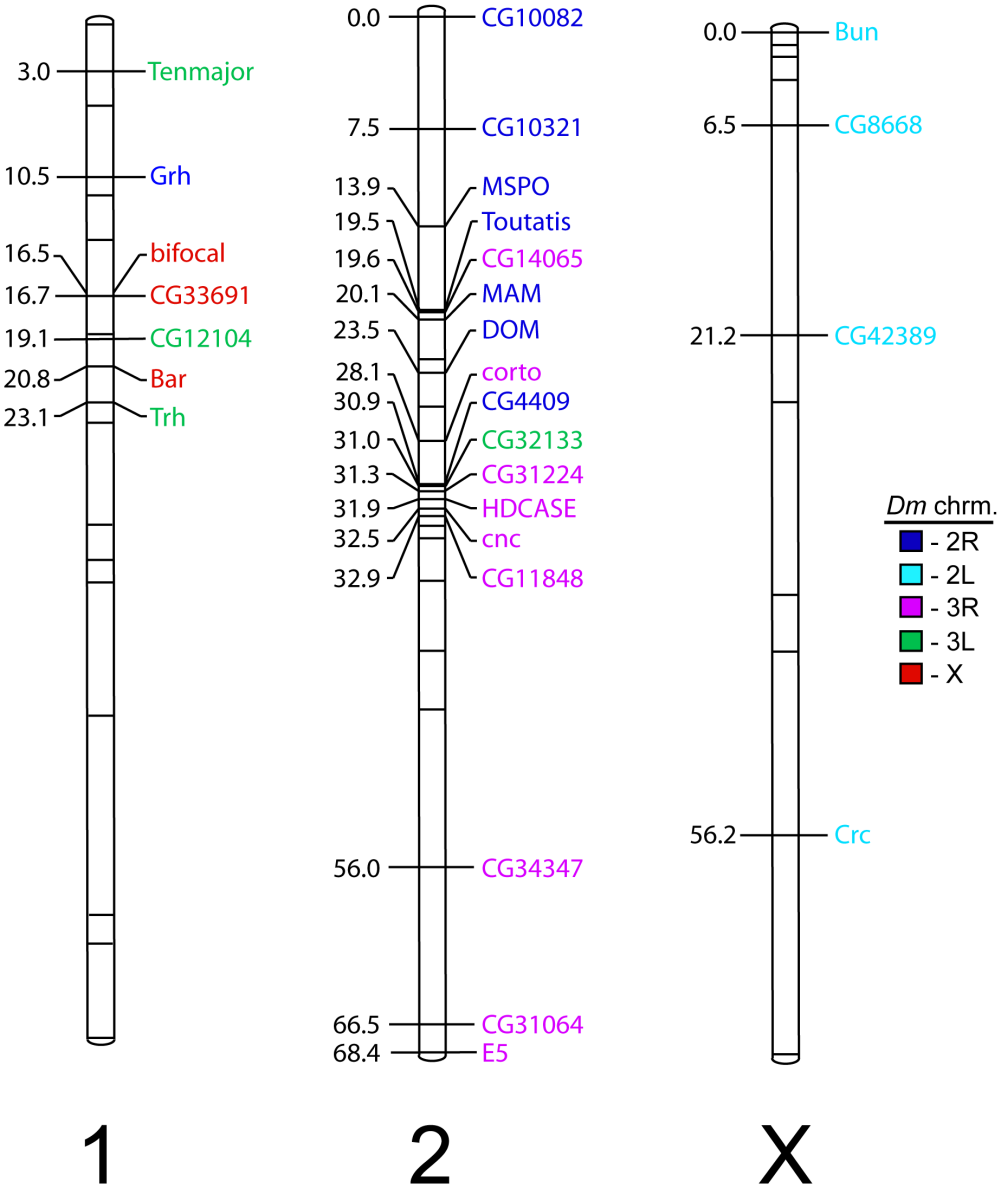
Chromosomal linkage map of 28 annotated EST genes in *T. dalmanni*. Unlabeled hashmarks indicate positions of microsatellite markers. This map was created using genotypes of 639 flies (288 males, 351 females) from two F2 families obtained by crossing lines of flies selected for increased or decreased eye stalk length [cf. 40]. 23 markers were informative in both families and provided the framework for estimating linkage relationships for markers that were only informative in a single family. Color-coding indicates the chromosomal arm location in *D. melanogaster*. As indicated by CGH, four X-linked loci are found on 2L. Furthermore, one autosome appears to be a fusion of X+3L while the other autosome contains genes predominantly from 2R and 3R.

### Gene Movement in *Teleopsis*

In addition to the *T. dalmanni* slides, we performed CGH experiments on three congeneric species—*T. whitei*, *T. thaii* and *T. quinqueguttata*. 

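For each of these species 4 arrays were hybridized, again with females in the Cy5 channel and males in the Cy3 channel, and the scanner output was treated as for *T. dalmanni*. By the positions written inside the outputs, each of the 4 species fills 1 slide, so the slide and the species cannot be told apart. The *T. whitei* arrays were extracted with a later version of the software than the others. Between 93.5 and 94.4% of the features were kept in *T. whitei*, between 97.1 and 97.5% in *T. thaii* and between 93.5 and 99.7% in *T. quinqueguttata*. In *T. whitei* the median male signal lay between 33.8 and 41.9 times the background (median of the arrays 39.3) and the female signal between 17.7 and 20.3 times (median 19.5). The corresponding ranges were 13.9 to 23.4 (median 18.7) and 15.4 to 20.8 (median 17.7) in *T. thaii*, and 24.3 to 84.0 (median 31.7) and 33.8 to 82.2 (median 38.4) in *T. quinqueguttata*. A value on every array of the species was obtained for 3690, 3695 and 3692 conseqs, respectively. The values computed here were equal to the authors' centralized values of the same sample within 0.002 for 75.1% of conseqs in *T. dalmanni*, 57.2% in *T. quinqueguttata*, 87.3% in *T. thaii* and 60.3% in *T. whitei*, as averages over the 4 arrays. These averages include *T. dalmanni* replicate 4, at 1.08%, and *T. quinqueguttata* replicate 1, at 0.947%, while *T. dalmanni* replicates 1 to 3 had 99.6 to 99.8% and *T. quinqueguttata* replicates 2 to 4 had 74.8 to 77.8%. With only features that the software marks as well above background in both channels, the shares were 74.9% in *T. quinqueguttata*, 99.6% in *T. thaii* and 71.9% in *T. whitei*. Species were compared with limma on all 16 arrays, with a mean for each species and 6 pairwise contrasts over the 3683 conseqs with a value on every array. A conseq was called where the Benjamini-Hochberg adjusted p was under 0.05 and the difference at least 0.5.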

In all cases, cDNA from these species was hybridized to the microarray slide that contained probes generated from the *T. dalmanni* EST sequences. All three species exhibited a similar bimodal distribution of log**_2_** ratio values (Figure 4; Table S1) but with slightly reduced separation between the peaks. As a result, more genes were scored as ‘unknown’ for each of these species than for *T. dalmanni*. 

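The mode of the X-linked conseqs was 0.92 in *T. whitei*, 0.8975 in *T. thaii* and 0.8625 in *T. quinqueguttata*. Single arrays gave 0.94 ± 0.03 in *T. whitei*, 0.87 ± 0.04 in *T. thaii* and 0.86 ± 0.03 in *T. quinqueguttata* (SD, n = 4 each). Against the single *T. dalmanni* arrays, an exact two-sided permutation test gave p = 0.143 for *T. whitei*, 0.971 for *T. thaii* and 0.971 for *T. quinqueguttata*, where 0.0286 is the smallest p that 4 arrays against 4 allow. After Benjamini-Hochberg adjustment over these 3 comparisons the values were 0.429, 0.971 and 0.971. None of the modes of the means over 4 arrays lay below that of *T. dalmanni* as recorded. In alternatives added after the data were examined, the exact permutation test against *T. quinqueguttata* gave p = 0.0286 both with the outputs exchanged and by the authors' deposited values, with an adjusted p of 0.0857 in both and every *T. dalmanni* array above every *T. quinqueguttata* array, while *T. thaii*, with a lower mean of the single-array modes than *T. dalmanni*, gave 0.0857 in both and *T. whitei*, with a higher mean, gave 0.143 with the outputs exchanged and 0.0571 by the authors' values, where the means were 0.94 in *T. whitei* and 0.90 in *T. dalmanni* (exact permutation tests). By the authors' deposited values the modes of the means over 4 arrays were 0.8675 in *T. whitei*, 0.88 in *T. thaii* and 0.81 in *T. quinqueguttata*, all below the mode they give for *T. dalmanni*. The boundaries lay at 0.4875 in *T. whitei*, 0.6 in *T. thaii* and 0.45 in *T. quinqueguttata*, with 12, 36 and 19 conseqs in the emptiest window. Summarizing a conseq by the mean of its features instead of the median moved the *T. thaii* boundary most, to 0.4. Without *T. quinqueguttata* replicate 1, the *T. quinqueguttata* boundary was 0.3375.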

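Unknown conseqs made up 1.44% of the conseqs in *T. whitei*, 6.82% in *T. thaii* and 4.01% in *T. quinqueguttata*. The share in *T. whitei* was below that of *T. dalmanni* as recorded. In the authors' deposited values the shares were 1.51% in *T. whitei*, 7.06% in *T. thaii* and 4.44% in *T. quinqueguttata*, against 0.460% in *T. dalmanni*. The median SD of a conseq across hybridizations was 0.06 in *T. whitei*, 0.15 in *T. thaii* and 0.09 in *T. quinqueguttata*.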

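In *T. whitei*, 3100 conseqs were autosomal, 537 X-linked and 53 unknown. In *T. quinqueguttata*, the numbers were 3078, 466 and 148, and 3105, 426 and 164 by the authors' deposited values, which also set 2 apart as putatively Y-linked. In *T. thaii*, they were 2993, 446 and 252, with 4 set apart. Without *T. quinqueguttata* replicate 1, 235 *T. quinqueguttata* conseqs were unknown. With intervals from Student's t distribution, 101, 268 and 501 conseqs were unknown in *T. whitei*, *T. quinqueguttata* and *T. thaii*. For the genes of Table S1 that match 1 conseq, 98.6% of the calls in *T. whitei*, 96.1% in *T. quinqueguttata* and 97.8% in *T. thaii* were those the paper lists. No autosomal call met an X-linked one in *T. whitei* and *T. thaii*, and in *T. quinqueguttata* 2 genes were X-linked here and autosomal in the table.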

*T. whitei*, the species that is most closely related to *T. dalmanni*, had the fewest number of unknown genes (56) followed by *T. quinqueguttata* (144) and *T. thaii* (225). 

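Across conseqs, the 6 pairs of hybridizations gave Pearson coefficients between 0.896 and 0.953 in *T. whitei* (mean 0.927), between 0.607 and 0.872 in *T. thaii* (mean 0.741) and between 0.660 and 0.943 in *T. quinqueguttata* (mean 0.798). The mean of *T. whitei* was above that of *T. dalmanni* as recorded. Each array left out in turn moved the mean to between 0.706 and 0.805 in *T. thaii* and to between 0.750 and 0.862 in *T. quinqueguttata*, the higher value without *T. quinqueguttata* replicate 1. With the authors' deposited values the means were 0.917 in *T. whitei*, 0.737 in *T. thaii* and 0.811 in *T. quinqueguttata*, each below that of *T. dalmanni*.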

The average correlation in log**_2_** ratio values across different hybridizations (0.917 for *T. whitei*, 0.737 for *T. thaii* and 0.811 for *T. quinqueguttata*) was also lower for these species than in *T. dalmanni*. The vast majority of genes (93.7%) that are autosomal in *T. dalmanni* are also autosomal for the other *Teleopsis* species, indicating strong syntenic conservation within the genus. 

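Of the 3071 conseqs that were autosomal in *T. dalmanni* and had a call in the other three species, 2907 (94.7%) were autosomal in all of them, and by the authors' deposited values 2904 of 3107 (93.5%). Counting only the 2915 that were not unknown in any species, the share was 99.7%. Of the 518 X-linked conseqs of *T. dalmanni*, 337 (65.1%) were X-linked in all 4 species. Only 21 of all conseqs were autosomal in 1 species and X-linked in another. Most of the remaining X-linked conseqs of *T. dalmanni* were thus unknown in some species and not autosomal. By limma, few conseqs differed between *T. dalmanni* and *T. whitei*, with 8 higher in *T. dalmanni* and 2 higher in *T. whitei*. Leaving out single *T. dalmanni* arrays moved the first count from 4, without replicate 3, to 14, without replicate 4. Between *T. dalmanni* and *T. thaii*, 42 were higher in *T. dalmanni* and 70 in *T. thaii*. Without *T. thaii* replicate 4 only 35 were higher in *T. thaii*, and without *T. thaii* replicate 2 as many as 78 were higher in *T. dalmanni*. Between *T. dalmanni* and *T. quinqueguttata*, limma called 0 conseqs, 29 conseqs had an unadjusted p under 0.05 and a difference of at least 0.5, and a pooled-variance test with the same adjustment also called 0. This comparison depended most on the source of the values. By limma on the authors' deposited values, 79 conseqs were higher in *T. dalmanni* and 2 in *T. quinqueguttata*, and without *T. quinqueguttata* replicate 1 the counts were 24 and 1. From the conserved share of autosomal genes, the paper concludes that chromosome content is strongly conserved within the genus.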

As with the *T. dalmanni* analysis, the K-means clustering of the data for the other *Teleopsis* species produced chromosome designations similar to the method based on the confidence intervals of individual probes. The K-means analysis scored the majority of the unknown genes as X-linked and in a few cases (5 genes in *T. whitei*, 4 genes in *T. thaii*, and 6 genes in *T. quinqueguttata*) scored a gene that was autosomal in the first analysis as X-linked. 

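Applied to these species, the same clustering put 568 conseqs of *T. whitei*, 668 of *T. thaii* and 550 of *T. quinqueguttata* in the X-linked cluster. Of the unknown conseqs, 30 of 53 in *T. whitei* (56.6%), 216 of 252 in *T. thaii* (85.7%) and 84 of 148 in *T. quinqueguttata* (56.8%) joined it. Autosomal conseqs placed in the X-linked cluster numbered 1 in *T. whitei*, 6 in *T. thaii* and 0 in *T. quinqueguttata*, and no X-linked conseq joined the autosomal cluster in any of the 3. Without *T. whitei* replicate 3, the count in *T. whitei* was 4. Clustering the authors' deposited values gave 3, 5 and 0.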

As with ORF-126 in *T. dalmanni*, there were two genes, *RNA polymerase II 215kD subunit* (*RpII215*) and a paralogous copy of *Cuticular protein 35B* (*Cpr35B*) which has duplicated several times within diopsids [50], in *T. quinqueguttata* that had extremely low log**_2_** ratio values, −5.107 and −4.378 respectively. 

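In *T. quinqueguttata*, *RpII215* had log2 ratios of −5.15, −5.24 and −5.17 on replicates 2 to 4 and of −0.05 on replicate 1, a mean of −3.90 ± 2.57 (SD, n = 4). The *Cpr35B* paralog, listed as dupA in Table S1, had −4.32, −4.34 and −4.43 on replicates 2 to 4 and −0.06 on replicate 1, a mean of −3.29 ± 2.15 (SD, n = 4). Both therefore failed the rule of a low ratio on every array and met it without replicate 1. From the authors' deposited values *RpII215* had −5.11 ± 0.17 (SD, n = 4), a 34.5-fold higher signal in males, and the paralog −4.38 ± 0.04 (SD, n = 4), which is 20.8-fold. All 40 features of *RpII215* and all 20 of the paralog on the 4 arrays were well above the background in both sexes. Other copies did not share the low ratio. The copy named *Cpr35B* was X-linked, at 0.90 in *T. quinqueguttata* and between 0.84 and 1.05 in the other species, the copy listed as dupB was autosomal in all of them, at −0.21 in *T. quinqueguttata*, and the copy listed as dupC, *Cuticular protein 35B_dupC*, was X-linked in all of them, at 0.87 in *T. quinqueguttata*. Probes of 1 copy can bind another, which these values do not exclude. In *T. thaii*, 4 conseqs without a gene name met the rule, with means between −2.49 and −2.03, and in *T. whitei* none did. Without *T. thaii* replicate 2, 7 conseqs met it. In the authors' deposited values 3 did, and the remaining conseq, 3540265 part 1.1, was at −1.84.

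**Figure D2:**
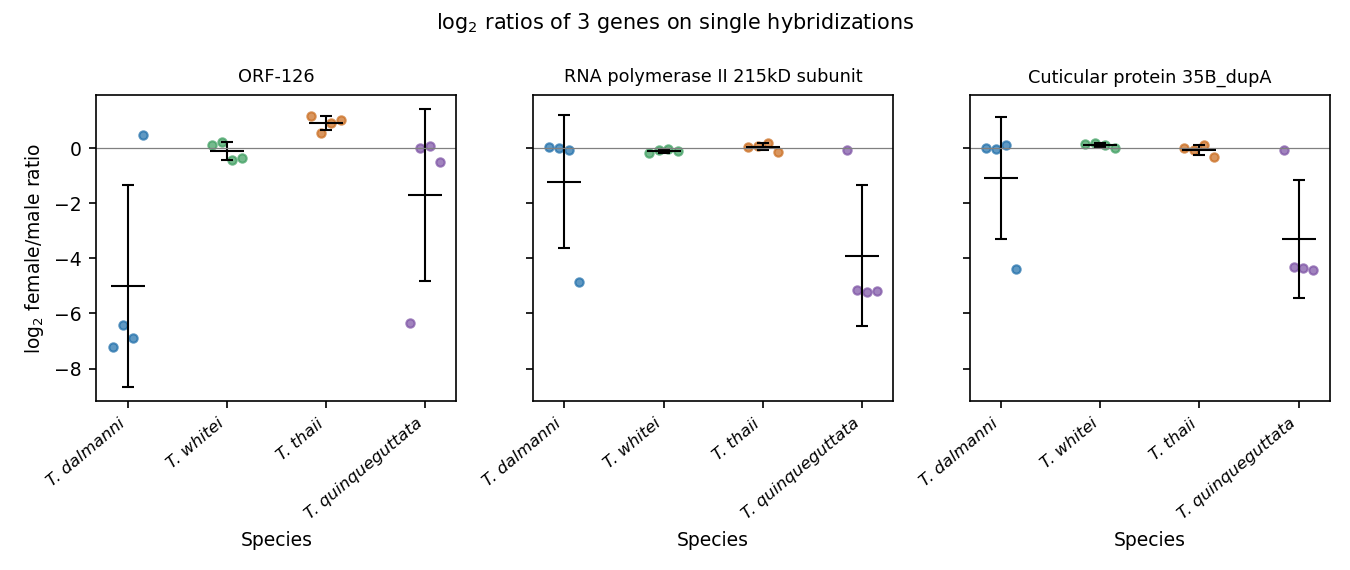
Log2 female/male ratio (vertical) of ORF-126, *RpII215* and the *Cpr35B* paralog in each species (horizontal), with a point for each of the 4 hybridizations as recorded and bars for mean ± SD. In *T. dalmanni*, ORF-126 is far below 0 on 3 arrays and at 0.47 on replicate 4, and in *T. quinqueguttata* it is far below 0 only on replicate 1, at −6.35. The other genes are far below 0 on *T. quinqueguttata* replicates 2 to 4 and on *T. dalmanni* replicate 4.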

PCR of 48 males and 48 females in *T. quinqueguttata* confirms a Y chromosome location for *RpII215* but we have been unable to verify the location of the *Cpr35B* paralog through PCR presumably because we have not yet been able to design copy-specific PCR primers.

**Figure 4:**
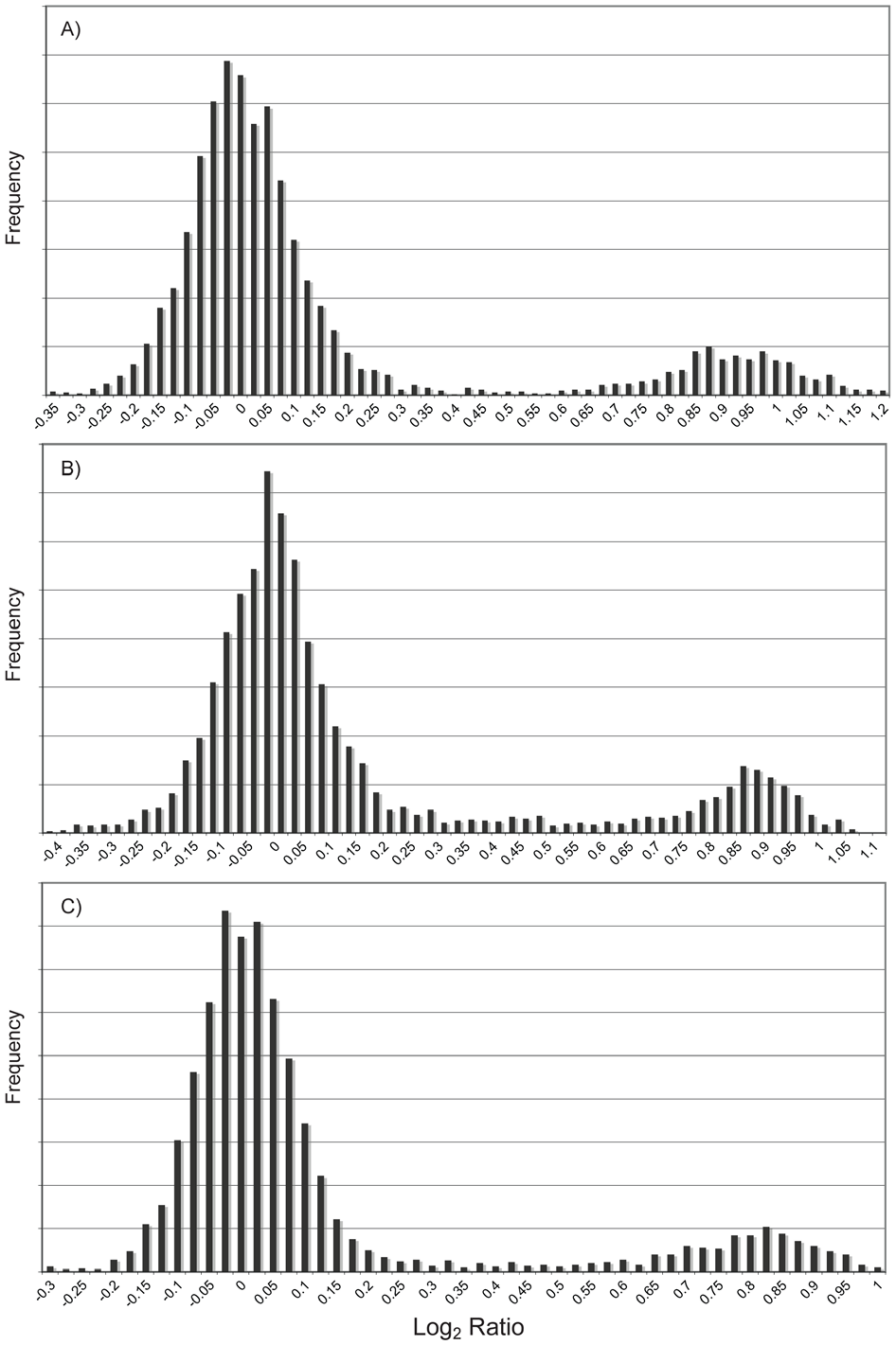
Distribution of CGH log_2_ ratio values for three other *Teleopsis* species. Male and female genomic DNA were hybridized to microarray slides containing probes designed from *T. dalmanni* EST sequence data. Approximately 3400 genes are represented in each histogram. The large peak indicates autosomal genes while the smaller peak are genes on the X chromosome. A) *Teleopsis whitei*. B) *Teleopsis thaii*. C) *Teleopsis quinqueguttata*.

Assuming a syntenic relationship between *D. melanogaster* 2L and the *Teleopsis* X chromosome (and between all other *D. melanogaster* chromosomes and the *Teleopsis* autosomes) and using the *D. melanogaster* and *Anopheles gambiae* chromosomal designations to polarize the reconstruction within *Teleopsis*, we reconstructed the pattern of gene movement on and off the X chromosome (Figure 5; Table S3). A total of 193 genes exhibit movement either between *Drosophila* and *Teleopsis* or within *Teleopsis*. Twenty-nine genes were not assigned a specific pattern of movement either due to a lack of homology with *D. melanogaster* and *A. gambiae* or because they produced ambiguous reconstruction within *Teleopsis*. For 65 of the genes that violated the syntenic relationship between *D. melanogaster* 2L and the *Teleopsis* X, it was more parsimonious, based on the syntenic relationship with *A. gambiae*, to ascribe the gene movement as occurring within the lineage leading to *Drosophila* rather than to *Teleopsis*. Of the remaining genes, there are a similar number of genes that have moved on to an autosome (27) as on to the X chromosome (20) in the lineage leading to *Teleopsis*. 

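The 20 genes that Table S3 places onto the X chromosome in the lineage leading to *Teleopsis* were paired with 20 conseqs, of which 17 were X-linked and 3 unknown in *T. dalmanni*, with a median ratio of 0.82 and a range of 0.58 to 0.95. Of the 27 genes placed onto an autosome, 26 were paired with 27 conseqs, and 25 of these conseqs were autosomal and 2 unknown, with a median over the 27 of 0.01. One of the unknown, *aubergine*, had a ratio of 0.84 ± 0.46 (SD, n = 4) in *T. dalmanni*, with 1.03, 0.94 and 1.21 on replicates 1 to 3 and 0.17 on replicate 4, and is listed a second time as a return to the X chromosome in that species.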

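Species-specific calls were counted where a conseq was called in all 4 species. In *T. thaii*, 4 conseqs were X-linked and 3 autosomal in that species alone, and in *T. quinqueguttata*, *T. dalmanni* and *T. whitei* all such counts were 0. Fisher's exact test, two-sided, of *T. thaii* against *T. quinqueguttata* could then only give p = 1, so it tests nothing here. Giving each unknown conseq the state that needs the fewest changes gave 6 and 5 in *T. thaii*, 0 and 0 in *T. quinqueguttata*, where the exact test again could only give p = 1. By the authors' deposited values, 14 conseqs were autosomal and 0 X-linked in *T. quinqueguttata* alone, 1 and 6 in *T. thaii* alone, and 0 and 4 in *T. dalmanni* alone, and the exact test gave p = 0.000129. With K-means calls the counts were 17 and 2 in *T. quinqueguttata* and 16 and 112 in *T. thaii* (exact test, p = 2.07e-11). Without *T. quinqueguttata* replicate 1, the *T. quinqueguttata* boundary moved to 0.3375, and 1 conseq was autosomal and 5 X-linked in *T. quinqueguttata* alone (exact test, p = 0.58). In *T. thaii*, the number X-linked in that species alone was 33 without replicate 2, where the boundary moved to 0.425, and 1, 1 and 2 without replicates 1, 3 and 4.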

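The 14 conseqs that the authors' deposited values place on an autosome in *T. quinqueguttata* alone had ratios there between 0.00 and 0.37, with a median of 0.19, and 7 of them lay at 0.2 or above, a mark chosen after the values were seen. Of the 2904 conseqs autosomal in all 4 species by the same values, 0.758% lay that high in *T. quinqueguttata*. With the scanner output as recorded, 12 of the 14 were unknown and 2 X-linked in *T. quinqueguttata*. Their signal in *T. quinqueguttata* relative to *T. dalmanni*, from the arrays whose sample is not in question, was lower than that of the 332 conseqs X-linked in all 4 species by a median log2 difference of −2.88 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 1.1e-05 over 9 such tests). The lowest ratio belonged to unknown-ORF2, at 0.00 ± 0.17, and the highest to *CG11592*, at 0.37 ± 0.06 (SD, n = 4 each). Relative to *T. dalmanni*, the log2 signal of *Deoxyribonuclease II*, with a ratio of 0.05 ± 0.09, was −0.10 in males and −0.94 in females, and that of *lethal (2) k14505*, with a ratio of 0.30 ± 0.04, was 0.66 and 0.15 (SD, n = 4 each). Of the 23 conseqs of the genes that Table S3 places onto an autosome in *T. quinqueguttata*, 0 were autosomal, 1 X-linked and 22 unknown with the output as recorded, with a median of 0.44. With the authors' deposited values, and the boundary of 0.4375 found for them, 13 of the 23 were autosomal. The paper's own calls imply a boundary of 0.5 in *T. quinqueguttata*, which was not applied to these values. Without *T. quinqueguttata* replicate 1, where the boundary was 0.3375, 3 of the 23 were autosomal.

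**Figure D3:**
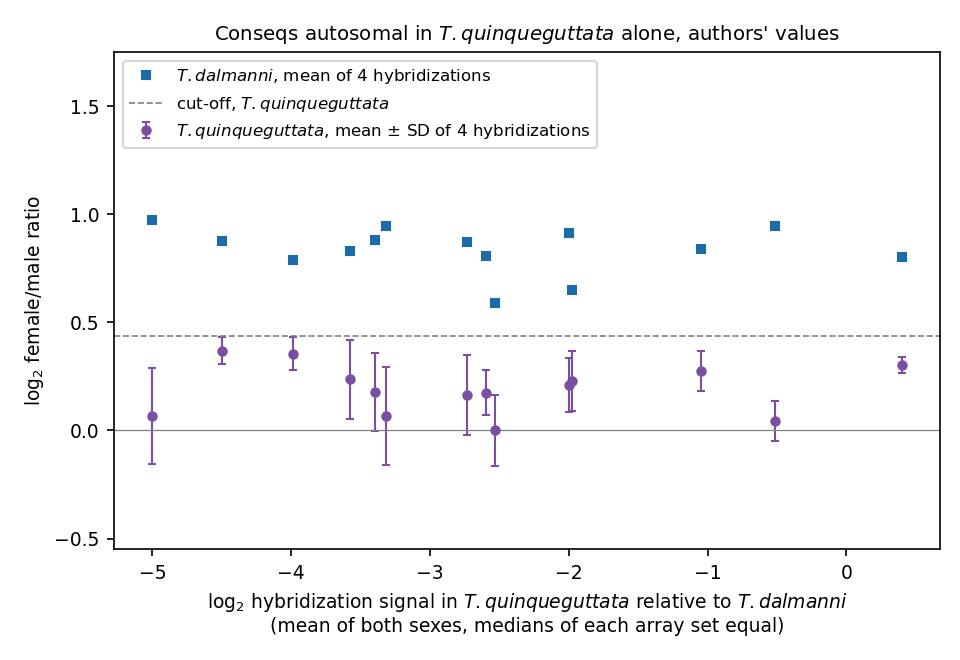
Log2 female/male ratio (vertical) in the authors' deposited values of the 14 conseqs they place on an autosome in *T. quinqueguttata* alone, against their log2 signal in *T. quinqueguttata* relative to *T. dalmanni* (horizontal). Filled points are *T. quinqueguttata* means ± SD of 4 hybridizations, squares are *T. dalmanni* means, and the dashed line is the *T. quinqueguttata* boundary of 0.4375 in these values. All *T. quinqueguttata* means lie below the line, between 0.00 and 0.37.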

Within *Teleopsis*, movement of genes from the X chromosome to an autosome is concentrated (23 out of 29 gene moves) on the branch leading to the monomorphic taxa, *T. quinqueguttata*, while all of the movement of genes off of the autosomes and onto the X chromosome occurs on the branches associated with the two most sexually dimorphic taxa, *T. thaii* and *T. dalmanni* (Figure 5). Analysis of the gene annotation associated with the pattern of gene movement indicates that the set of genes that have moved onto the X chromosome are overrepresented (P = 0.049) for genes that function in the ‘structural constituent of ribosome’ (GO:0003735). This pattern is generated primarily by *T. thaii* as 5 of the 12 genes that have moved onto the X chromosome on the branch leading to this species are involved in this molecular function. 

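Of the 12 genes placed onto the X chromosome in *T. thaii*, 11 were paired with 12 conseqs. In *T. thaii*, 5 of these conseqs were X-linked and 7 unknown, with ratios between 0.74 and 1.63 and a median of 0.89. *Ribosomal protein L32* had a *T. thaii* ratio of 0.91 ± 0.25 and was X-linked, while *Ribosomal protein L38*, at 0.92 ± 0.33, and *Ribosomal protein S23*, at 0.86 ± 0.32, had intervals that contained the boundary (SD, n = 4 each). In *T. dalmanni*, the same conseqs had −0.15 ± 0.16, −0.11 ± 0.41 and −0.19 ± 0.33 (SD, n = 4 each). Another conseq X-linked in *T. thaii* alone was 1 of *Elongation factor 1alpha48D*, at 0.94 ± 0.34 (SD, n = 4). The SD of L32 was at the 84.9th percentile of conseqs autosomal in all 4 species, and that of *Elongation factor 1alpha48D* at the 95.1th. For L32, the *T. thaii* replicates gave 0.73, 0.70, 1.01 and 1.22. Against the *T. dalmanni* arrays whose sample is not in question, its male signal in *T. thaii* was 0.57 higher on the log2 scale, and its female signal 1.62 higher.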

Genes that had moved on to an autosome were not overrepresented for any functional category.

**Figure 5:**
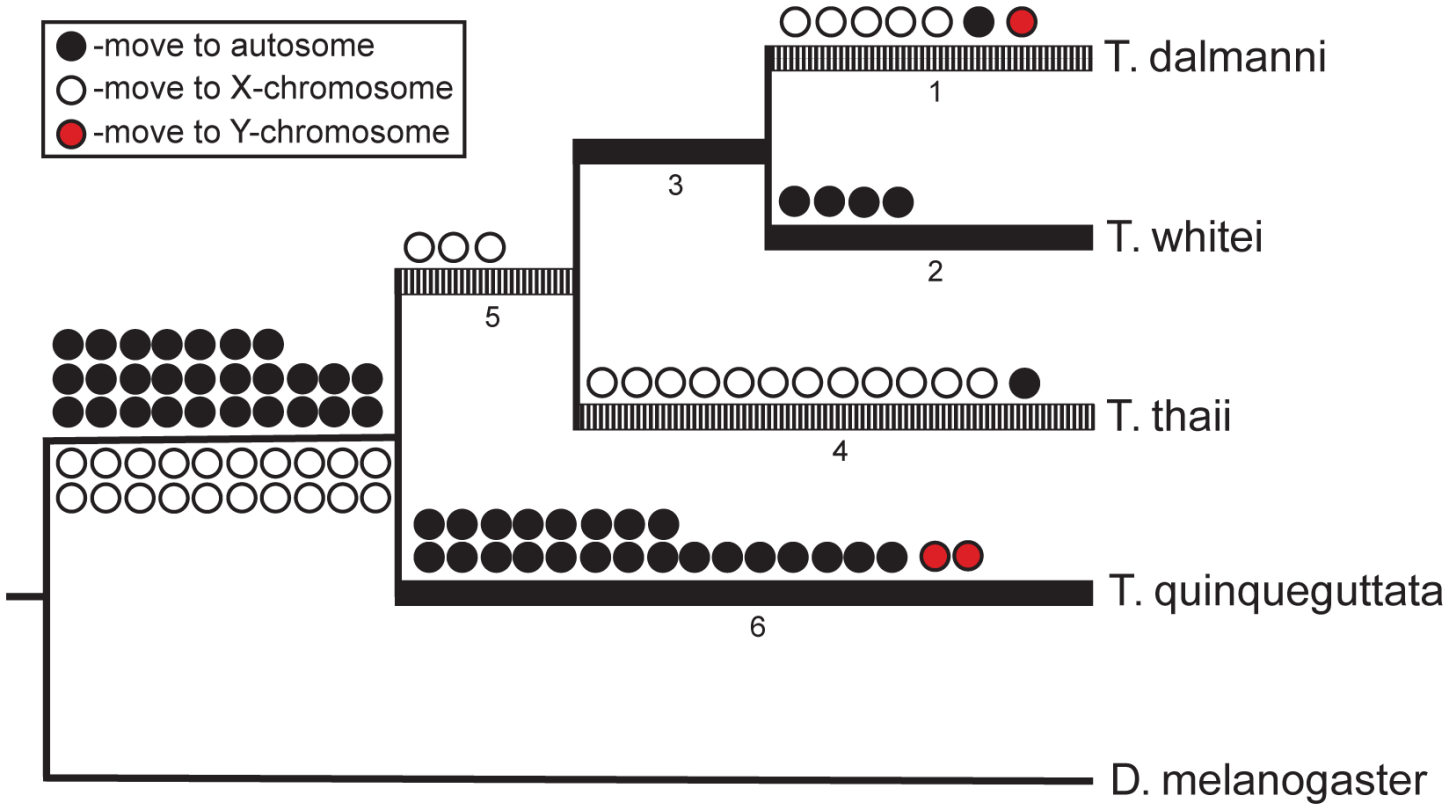
Gene movement in *Teleopsis*. Reconstruction of gene movement between autosomes and the X chromosome was polarized using chromosomal data from *A. gambiae* and *D. melanogaster*. The X chromosome in *Teleopsis* was assumed to be homologous to chromosome 3R in *A. gambiae* and 2L in *D. melanogaster*. The branches with hash marks represent those that have undergone increases in eye-stalk sexual dimorphism. The states for each species and the specific genes associated with each reconstruction (using the branch numbers as reference) are presented in Table S2.

Several studies in *Drosophila* have demonstrated that chromosomal location and the pattern of gene movement across chromosomes are associated with differential rates of protein evolution [51], [52], duplication [9], [31] and divergent patterns of gene expression [22], [24], [25]. Estimates of each process were obtained for *Teleopsis* in an analysis of the eye-antennal imaginal disc transcriptome [50]. Therefore, we examined the relationship between these variables and gene location within the genus. The rate of protein evolution was measured as the percentage of amino acid change in the lineage leading to *T. dalmanni* relative to the amount of change for that gene in the *Drosophila* and *Anopheles* lineages. Using this index, there is little difference between genes that reside exclusively on the autosomes or the X chromosome in *Teleopsis*, but genes that have moved between these chromosomes are evolving significantly faster than those that have not moved (P<0.0001; Kruskal-Wallis test; Figure 6). This pattern is also supported if we look just at the genes that were determined, by a relative rate test, to be evolving significantly faster at the protein level in *T. dalmanni* than in *D. melanogaster*, *D. pseudoobscura* and *D. virilis* [50]. These genes are overrepresented in the set of genes that have moved chromosomes, particularly those that have moved onto the autosomes (χ^2^ = 27.74, P<0.0001; Chi-squared test). 2.62% of all genes were classified as evolving significantly faster in *T. dalmanni*, but 19.51% of the genes that have moved onto an autosome fell into this category, compared with 8.33% for the genes that have moved onto the X chromosome, 4.11% for exclusively X-linked genes and 1.97% for genes that are exclusively autosomal.

**Figure 6:**
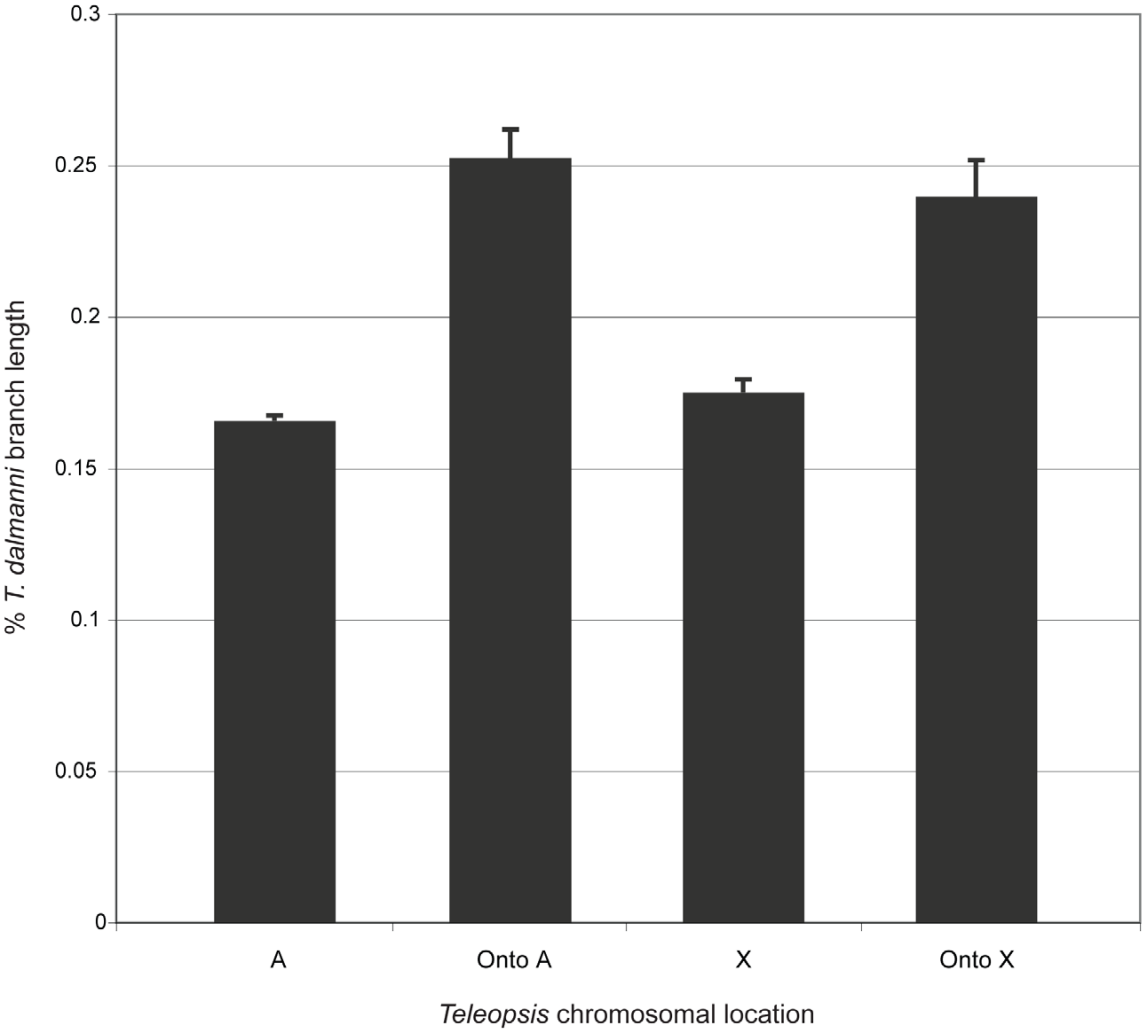
Relationship between *Teleopsis* chromosomal location and the rate of protein evolution. The rate of protein evolution in *Teleopsis* was measured as the branch length leading to *T. dalmanni* expressed as a percentage of the entire tree length based a phylogenetic analysis including *A. gambiae* and three *Drosophila* species [50]. The sample sizes for the chromosomal locations are: A - 2034 genes, Onto A – 41 genes, X – 342 genes and Onto X – 23 genes.

The analysis of the eye-antennal imaginal disc EST database revealed 20 putative duplication events in the *Teleopsis* lineage [50]. An additional duplication that was not detected in that study, involving the sex determination gene *transformer 2* (*tra2*), was revealed by the CGH results. 

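*Transformer 2* is a sex determination gene, and 1 of its conseqs is listed in Tables S1 and S3 as a duplicate. The log2 ratio of this conseq was 0.76 ± 0.06 in *T. dalmanni*, 0.97 ± 0.10 in *T. whitei*, 0.90 ± 0.16 in *T. thaii* and 0.84 ± 0.04 in *T. quinqueguttata* (SD, n = 4 each), and it was X-linked in every species. The conseq of the other copy could not be identified, since no row of the tables as held here pairs it with values, so no ratio is given for it.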

Hybridization to probes generated from different consensus sequences (conseqs) that are both homologous to *tra2* revealed that one sequence resides on an autosome while the second sequence is X-linked. Subsequent phylogenetic analysis of the divergence in protein sequence between the conseqs and *Drosophila* homologs confirms the CGH results. Of these 21 putative duplicates, 11 of their homologs in *D. melanogaster* reside on 2L while the remaining homologs are distributed in similar numbers among 2R (2), 3L (2), 3R (5), and X (1). This chromosome distribution is significantly overrepresented for genes on 2L (χ^2^ = 14.143, P = 0.0002; Chi-squared test). Given the syntenic relationship between 2L in *D. melanogaster* and the X chromosome in *Teleopsis*, there is also a significant relationship between gene duplication and residence on the X chromosome in *T. dalmanni* (χ^2^ = 6.430, P = 0.011; Chi-squared test), but the relationship is weaker because three of the duplicates have moved off the X chromosome in *T. dalmanni*. Overall, genes that belong to a duplicate set are significantly more likely to move between chromosomes than are other genes. There are 10 occurrences (27.7%) of genes in the duplicate sets moving chromosomes within *Teleopsis* compared to 88 (2.6%) chromosomal movements for the remaining genes (χ^2^ = 31.031, P<0.0001; Chi-squared test). Of the 10 duplicate gene movements, 7 are off of the X chromosome onto an autosome, two are off an autosome onto the X, and one is onto the Y chromosome. The EST study also compared the gene expression levels in male *T. dalmanni* eye-antennal imaginal discs between lines of flies that had been selected for over fifty generations for increased and decreased eye span and found over 350 differentially expressed genes. These genes, however, were not preferentially associated with chromosomal location (χ^2^ = 3.502, P = 0.174; Chi-squared test) or gene movement (χ^2^ = 2.322, P = 0.508; Chi-squared test).

## Discussion

The results from this study indicate that CGH microarrays are an effective technique for identifying sex chromosome linkage in non-model organisms for which EST or partial genomic information is available. For all four *Teleopsis* species examined, the log**_2_** ratio values of female-to-male hybridization intensities exhibited a distinct bimodal distribution, although there is more ambiguity in the results for the taxa more distantly related to *T. dalmanni*, the species whose EST sequence was used to design the microarray slide. We scored 3444 *Teleopsis* genes as either autosomal or linked to a sex chromosome and confirmed assignment for 33 genes by direct genotyping. The X chromosome comprises approximately 15% of the genome in these species. 

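X-linked conseqs were 14.6% of those with a value in *T. whitei*, 12.1% in *T. thaii* and 12.6% in *T. quinqueguttata*. With K-means calls, which leave none unknown, the shares were 15.4, 18.1 and 14.9%.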

Comparison with *Drosophila* indicates there is a strong syntenic relationship between the X chromosome in *T. dalmanni* and chromosome 2L in *D. melanogaster*. Both the overall syntenic relationship, as well as the subset of genes that violate this relationship, are supported by the hybridizations in all four species. In addition, the distribution of log**_2_** ratio values of the genes that appear to have moved chromosomes between *Drosophila* and *Teleopsis* is similar to the remaining genes (Figure 1), suggesting this putative chromosomal movement is not an artifact of the methodology. 

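The 135 conseqs of the genes in Table S3 that break the relation were followed into the other species. Of the 91 that are autosomal in *T. dalmanni* by the paper's calls and map to 2L, 88 were autosomal in *T. whitei*, 79 in *T. thaii* and 86 in *T. quinqueguttata*, and 1 was X-linked in *T. whitei*, 1 in *T. thaii* and 0 in *T. quinqueguttata*. Of the 44 that are X-linked in *T. dalmanni* and map to another arm, 39 were X-linked in *T. whitei*, 34 in *T. thaii* and 32 in *T. quinqueguttata*. Autosomal calls among the 44 numbered 0, 1 and 0, and the remaining conseqs with a value were unknown. The 44 conseqs had median ratios of 0.89 in *T. whitei*, 0.88 in *T. thaii* and 0.79 in *T. quinqueguttata*, against 0.93, 0.91 and 0.85 for all conseqs X-linked in the same species.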

The CGH approach also identified one Y-linked gene in *T. dalmanni* and at least one (and possibly two) Y-linked genes in *T. quinqueguttata*. The evolutionary history and genomic organization of the Y chromosome have received considerable interest recently [53]–[57], but Y-linked genes are difficult to isolate using standard genomic techniques (such as BAC libraries) because of their heterochromatic structure. The CGH approach has considerable promise for identifying genes on the Y chromosome, especially if EST information is available from tissue such as testes, which are likely to be a rich source of Y-linked gene expression [58].

### Evolution of Sex Chromosomes

Diptera provide one of the most comprehensive model systems for studying the differentiation of sex chromosomes. The regulatory network controlling sex determination in *Drosophila* is well characterized at the genetic and molecular level [59]. While some aspects of this system appear unique to this clade, there are other features that are highly conserved across Diptera and provide a valuable comparative framework for examining the genetics controlling sex determination in other fly species [60]–[64]. There is also substantial variation in both sex chromosome composition and sex determination systems at various taxonomic levels within the order [59], [64]–[66]. For instance, Tephritidae include species with isomorphic chromosomes and female heterogamety [67] and, within *Musca domestica*, the chromosomal location of the male-determining factor varies between populations, occurring in some cases on the X chromosome and, in other populations, on one of several autosomes [68], [69]. Despite the substantial variation in these systems, a comprehensive catalog of genes on the sex chromosomes exists for only *Drosophila* and the mosquito, *A. gambiae* [70]. Therefore the data on chromosomal location presented in this study provide valuable information for reconstructing syntenic relationships and mapping the evolution of chromosomal organization within Diptera. Furthermore, the discovery of a neo-X chromosome in *Teleopsis* means that these flies represent a critical group in a comparative analysis of sex chromosome organization and provide a complementary model system for understanding key aspects of sex chromosome evolution.

Because of the abundant interspecific variation in sex chromosome organization and the paucity of information regarding the specific gene composition of these chromosomes within Diptera, it is difficult to reconstruct the steps that may have led to the formation of the neo-X chromosome in *Teleopsis*. There is substantial syntenic conservation between the X chromosomes of *A. gambiae* and *D. melanogaster* [70], [71], flies that share a common ancestor approximately 250 million years ago and represent a more ancestral split than *Teleopsis* and *Drosophila*. However, tephritids, which are thought to be a closer relative of diopsids than are *Drosophila* [72], appear to have a greatly reduced X chromosome containing few genes and a sex determination system controlled by a male-determining factor [67]. This pattern, combined with the fact that the calyptrate flies examined (e.g. *Musca domestica* and *Lucilia cuprina*) have a similar condition, suggests the ancestor leading to diopsids may also have had a small X chromosome and male-determining factor. If this is the case, there are a few scenarios that might describe the formation of the neo-X in diopsids. First, the neo-X may represent the fusion of an autosome to small ancestral sex chromosomes. In this scenario, we would predict that some homology would be maintained between the ancestral portion of the sex chromosome of diopsids (i.e. the region not homologous to 2L) and chromosomal regions in other flies. There was no syntenic relationship between the non-2L X linked genes in *Teleopsis* and any chromosomal region in *Drosophila*, but there may be synteny between these genes and the X chromosomes of tephritids or calyptrates. Second, the male determining factor (M) may have moved from a sex chromosome to an autosome (i.e. the homolog of 2L) and the sex chromosome creation process started anew. Similarly, M may have existed in a polymorphic state with respect to chromosomal location (as in *Musca*) and become fixed on an autosome at some point. In either case, we would predict a lack of homology between the sex chromosome of diopsids and tephritids or calyptrates and M should exhibit different micro-syntenic relationships within diopsids than tephritids or calyptrates. Finally, a new gene that is located on 2L may have become the primary sex determination signal supplementing M. The evolution of sex-determination pathways is generally characterized by modification of components higher up in the genetic hierarchy [73], and Shearman [66] has outlined several processes that would result in the acquisition of a new gene in the sex determination pathway. If this scenario applies to stalk-eyed flies, there will be no homology between the primary sex determination gene in diopsids and the M factor of tephritids and calyptrates. Obviously, it is essential for future research to elucidate the sex determination system in *Teleopsis* and to determine the gene content of sex chromosomes in other dipteran systems such as tephritids and calyptrates.

Regardless of the evolutionary transitions in sex chromosome composition leading to *Teleopsis*, the formation of a neo-X chromosome in this lineage provides an opportunity to examine several important components of sex chromosome evolution, such as the degradation of the Y chromosome and the evolution of dosage compensation. In a few *Drosophila* lineages, the presence of neo-X chromosomes has provided invaluable snapshots into these processes [53], [74]–[76]. The neo-X chromosome in diopsids is likely to be more ancient than those in *D. miranda* [76] or *D. americana* [77], but may be similar in age to the neo-X in *D. pseudoobscura*, which has been estimated at 8–10 million years old [78]. Therefore, *Teleopsis* offers an alternative system to *Drosophila* for examining sex chromosome evolution, but the neo-X chromosome in this species is also distinct from those in *Drosophila* in that it appears to represent a wholesale reconstitution of the X rather than a fusion of an autosomal arm to a substantial preexisting X. Only a single Y-linked gene was identified for *T. dalmanni* by the CGH microarrays, so it is premature to speculate on the evolutionary history of the Y chromosome in *Teleopsis*. However, results from this study, along with images of mitotic chromosome lengths [39], clearly indicate the sex chromosomes in *Teleopsis* are heteromorphic in males. Therefore, a dosage compensation mechanism is expected to exist in this species. The microarray experiment conducted in Baker et al. [50] compared gene expression between males from different lines, and provides an opportunity to test for the presence of dosage compensation. If the X chromosome in males is hyper-transcribed there should be no difference in the level of expression between autosomal genes and X-linked genes, and, in fact, we find no difference in the average signal intensity between these groups (P = 0.782; Wilcoxon test). Intriguingly, none of the male specific lethal (MSL) complex genes that control dosage compensation in *Drosophila* [79] were found in the EST survey of *T. dalmanni*. While their absence may result from random sampling of the transcript population, it is possible that diopsids, like *Sciara* [80], utilize a mechanism of dosage compensation that differs from *Drosophila*.

### Gene Movement in *Teleopsis*

Transposition in *Drosophila* and mammals is characterized by an excess of movement off of the X chromosome [8], [9], [30], [31], [81], [82]. The derived autosomal copies generally exhibit testes expression [8], [9], [30], [31], [81], [82], and therefore, selection to avoid meiotic sex chromosome inactivation (MSCI) has been hypothesized as a primary mechanism driving this pattern [8], [9], [30], [31], [81], [82]. It is unknown whether silencing of X-linked genes during late spermatogenesis occurs in stalk-eyed flies. Overall, the reconstruction of gene movement within *Teleopsis* indicates similar amounts of movement on and off of the X chromosome (Figure 4). However, there was a striking relationship in the pattern of movement with respect to sexual dimorphism in eyespan. Movement of genes onto the X chromosome are concentrated on branches leading to the most dimorphic taxa while movement off the X is associated primarily with the monomorphic species, *T. quinqueguttata* (Figure 4). One possible explanation for this pattern is that sexual selection is operating more strongly on testes function within *T. quinqueguttata* than the dimorphic species, such that the genes moving off the X chromosome in this species are undergoing selection for increased testes expression. Regardless of the selection pressures affecting *T. quinqueguttata*, it is noteworthy that the branches leading to the most dimorphic species are characterized primarily by gene movement onto the X chromosome. If these genes play a role in the evolution of eyestalk dimorphism, then they are unlikely to be affected by MSCI. However, sexual antagonism has also been postulated as a factor driving gene movement off of the X chromosome [24], [25] Therefore, we might expect genes affecting male eyespan to be preferentially located on an autosome but gene movement in the dimorphic species appear directed away from not onto the autosomes. As in *Anopheles* [83], gene expression in *Teleopsis* may not be characterized by a demasculinization of the X chromosome. Consistent with this scenario, the largest QTL influencing variation in male eyespan has been mapped to the X chromosome [40].

Much of the ‘off-of-the-X’ gene movement in *Drosophila* is driven by duplication events in which the derived copy, often through retrotransposition, moves off the X and subsequently acquires testes expression [9], [31]. The majority of gene movements reconstructed in *Teleopsis* cannot be traced to duplication events as complete genomic data is not available for this species. However, for the small number of duplicated genes identified in the EST analysis there was a clear relationship between the duplication process and chromosomal organization. Duplicated genes were concentrated on the 2L/X (*D. melanogaster*/*T. dalmanni*) chromosome and over 10 times more likely to move between chromosomes than genes that had not been duplicated. Furthermore, the pattern of gene movement for these duplicated genes is consistent with the ‘out-of-the-X’ hypothesis (7 movements off of the X versus 2 onto the X) but the sample size is too limited to draw strong conclusions.

Genes that have moved chromosomes also exhibit a faster rate of protein evolution within stalk-eyed flies than genes that have not moved. Theoretical models predict that patterns of divergence of X-linked protein coding genes will be distinct from autosomal genes [4], and several empirical studies have identified differences in substitution patterns between X-linked and autosomal genes [51], [84], [85], [but see 86]–[88]. Using a measure of protein evolution that calculates divergence in *Teleopsis* relative to *Drosophila* and *Anopheles* [50], we found no difference in relative divergence between genes on the X chromosome and genes on an autosome. Genes that had moved between chromosomes, however, have higher levels of divergence than those that have not. Despite the extensive research on gene movement in *Drosophila*, to our knowledge, no study has examined, at the genomic level, the association between gene movement and protein evolution within the genus. There is, however, a positive relationship between male-biased gene expression and rates of protein evolution [23], [51]. Therefore, if gene movement in *Teleopsis* is related to the evolution of sexual dimorphism then these genes may be under more intense selection pressures, and evolving faster, than other genes. Ultimately, it will be necessary to measure levels of sex-specific gene expression and quantify rates of evolutionary change before and after translocation in order to fully understand the factors driving this pattern.

One methodological issue that may influence the pattern of gene movement within *Teleopsis* is the effect of sequence divergence on hybridization intensity. Chromosomal location for the three *Teleopsis* species not including *T*. *dalmanni* were inferred from microarray slides with probes designed from *T. dalmanni* ESTs and the effect of sequence divergence on relative intensity for these species is unknown. Some have suggested that assessment of gene expression levels from cross-species hybridization can be problematic [89], although the resolution needed for CGH arrays is less than that for detecting differential gene expression. We attempted to mitigate some of these concerns by limiting probe design to protein coding sequence and using the median hybridization value for up to ten probes from a single EST contig. However, the number of ambiguous chromosomal designations and the between-slide correlations clearly indicate that the error associated with measuring hybridization intensity increases as the species becomes more distantly related to *T*. *dalmanni*. Therefore, we have taken a conservative approach by only assigning chromosomal location to genes that had consistent signal across all four hybridizations for each species. With respect to the pattern of gene movement in the genus, if probe sequence divergence is influencing hybridization intensities, and thus the reconstruction of gene movement, we would not expect the pattern found in this study where, for two divergent species (i.e. *T. thaii* and *T. quinqueguttata*), all the movement is concentrated in one direction for one species and in the other direction for the second species. More likely, gene movement would be randomly distributed among these branches. In addition, for all of the putative gene movement in *Teleopsis*, the mean rank of relative sequence divergence is higher for the genes where the movement occurs on a branch leading to *T. dalmanni* than branches exclusive to the other three species, suggesting that the relationship between movement and sequence divergence is not an artifact created by hybridization effects. In the future, it will be essential for new hybridizations examining chromosomal location in other diopsid species to use probes designed from sequence data from that particular species, as well as to develop resources for direct genotyping in these species.

## Methods

### Study Organism

Diopsids are one of several families within a group of higher flies known as Acalyptrata, a paraphyletic group that also contains the fly families Drosophilidae and Tephritidae. Relationships among acalyptrate fly families have proven difficult to resolve and are actively under investigation, but current evidence indicates that the Tephritoideae is the most likely sister group to the Diopsoideae, and that these superfamilies likely had a common ancestor with *Drosophila* no more than 76 MYA [72]. Four diopsid species in the genus *Teleopsis*, *T. dalmanni*, *T. whitei*, *T. thaii* and *T. quinqueguttata* were used in this study. The first three species are all sexually dimorphic with respect to eyespan while *T. quinqueguttata* is monomorphic. In *T. dalmanni*, eye span exhibits X-linked inheritance [39] and eye span QTL are tightly linked to a *sex-ratio* factor that results in female-biased brood sex ratios [44], presumably as a result of one or more inversions on the X chromosome [40]. As a consequence, males carrying a *sex-ratio* X chromosome have shorter eye span than other males [40]. They also have shorter sperm [41]. Sex chromosome meiotic drive has been detected in multiple populations of *T. dalmanni* and *T. whitei* [44], [45] in southeast Asia, all of which exhibit some degree of postcopulatory reproductive isolation [90]. Phylogenetic relationships among the four *Teleopsis* species are well supported and sexual dimorphism in eyespan has been mapped on the phylogeny [91], [92]. QTL mapping experiments [40], [93] and visualization of mitotic chromosomes in spermatocytes [39] for *T. dalmanni* indicate that this species has three major chromosomes, two autosomal chromosomes and one set of sex chromosomes characterized by an acrocentric X and smaller Y chromosome.

### Microarray Slide Construction

60-mer Agilent oligonucleotide probes were designed based on contig sequences from an EST library made from the eye-antennal imaginal discs of *T. dalmanni* [50]. This study generated over 33,000 ESTs that assembled into over 3400 contigs with significant homology to a gene in *Drosophila*. Probes were designed for nearly all of these genes along with 168 contigs with open reading frames (ORF) greater than 500 basepairs. Because we were also conducting hybridization on *Teleopsis* species other than *T. dalmanni*, probes were limited to protein coding regions in order to minimize the amount of nucleotide divergence between *T. dalmanni* and the other species, which tends to be higher in the UTR regions of the transcripts. A maximum of 10 probes were designed for each gene. One rationale for selecting this number of probes is that the CGH results provided valuable information for a subsequent study comparing sex-biased gene expression between *T. dalmanni* and *T. quinqueguttata*. For the gene expression study, we wanted probes with the lowest amount of sequence divergence between species and the CGH results provided a means for selecting these probes.

### Hybridization and Analysis of Chromosomal Location

The microarray experiment consisted of 4 replicate hybridizations for each species (the data is available from NCBI via accession number GSE20315). Each hybridization sample consisted of 4 or 5 male or female adult flies that were taken from population cages maintained at the University of Maryland, College Park. After removing wings and heads DNA was extracted from macerated fly bodies with Qiagen DNeasy kits using the insect sample protocol. DNA concentration and quality was then estimated with a Nanodrop ND-1000 spectrophotometer and 3 µg of DNA was used in each sample. Each DNA sample was fractionated by restriction digestion with AluI and RsaI for 2 h at 37°C. Each sample was then labeled with either Cy-3 or Cy-5 and processed according to the Agilent array-based CGH protocol. After hybridization for 24 h at 65°C, arrays were scanned using an Agilent G2539A microarray scanner. Hybridization intensity was measured from array images scanned at each dye wavelength using Agilent's Feature Extraction Software. Features were excluded from further analysis if the majority of pixels were saturated or the median pixel intensity was less than two times the background. Intensity scores were normalized using the linear normalization methodology in the Feature Extraction Software. For each hybridization, we calculated the median log**_2_** ratio (all log**_2_** ratios were defined as female/male intensity) of all the probes for a given gene or ORF. Then, the log**_2_** ratios for a given hybridization were centralized by adding or subtracting a constant value to the median log**_2_** ratios so that the peak of the lower distribution was centered over zero.

Standard CGH software and analysis techniques are not appropriate for this study because a chromosomal map of the genome does not exist for *T. dalmanni*. Therefore, after signal extraction and centralization, we conducted two analyses to separate the gene log**_2_** ratios into two categories (i.e. autosomal or X-linked). In the first method, we generated a histogram of the gene log**_2_** ratios averaged across the four hybridizations for each species. Based on this histogram, intervals of size 0.1 were searched every 0.0125 across the log_2_ distribution to determine the interval with the fewest entries. The value in the center of this interval was then used as a cut-off for distinguishing chromosomal categories. Using the variation in log**_2_** ratios across the four hybridizations, we then calculated a 95% confidence interval for each gene. If the confidence interval of a given gene did not contain the cut-off value, then that gene was assigned as autosomal if its average log**_2_** ratio value was less than the cut-off and X-linked if its average log**_2_** ratio value was greater than the cut-off. If a gene's confidence interval contained the cut-off value then the gene's location was designated as unknown. The second method we used to separate the probes into groups was K-means clustering [94]. This method performs well when specifying an exact number of clusters and, using the program tmev [95] we conducted 50 iterations of average linkage clustering based on the Euclidian distance to classify the genes into 2 clusters. 

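Conseqs that were autosomal in 1 species and X-linked in another numbered 21 by the intervals and 178 by K-means clusters, 8.48 times as many. From the authors' deposited values the numbers were 50 and 213, a ratio of 4.26, and without *T. thaii* replicate 2 they were 57 and 211, a ratio of 3.70. Of 31 alternatives set before the data were examined, only these 2 came within 1.5 times the paper's value and 29 did not. The ratio was 13.5 without *T. thaii* replicate 3, and it reached 35.6 with intervals from Student's t distribution. All these ratios count conseqs that differ between species, whereas the paper's value is one of gene movement reconstructed on a tree. The intervals also leave conseqs unknown, which K-means clusters do not. A gap to the paper's value can therefore come from the measure.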

Overall, the K-means analysis produced chromosomal designations that required about 3 times as much gene movement between the autosomes and the X chromosome within *Teleopsis* as the first method. Therefore in order to assess the pattern of gene movement relative to *Drosophila* and within the genus we used the more conservative designations provided by the confidence interval method.

### Analysis of Gene Movement

Reconstruction of gene movement within *Teleopsis* was conducted in MacClade (V4.06) using a simple parsimony approach. Chromosomal locations in *D. melanogaster* were used to root the reconstruction of gene movement within *Teleopsis* assuming a syntenic relationship between chromosome 2L in *D. melanogaster* and the X chromosome in *Teleopsis* (see Results). For a few genes that have undergone chromosomal translocation within *Drosophila*, the basal state for the genus, as reconstructed by Vibranovski et al. [31], was used. Chromosomal locations in the mosquito, *Anopheles gambiae*, were used to polarize gene movement on the basal *Teleopsis* branch that forms a split with *D. melanogaster*. We assumed a syntenic relationship between chromosome 3R in *A. gambiae* and the 2L/X chromosome in *D. melanogaster/Teleopsis* [70]. ‘Unknown’ character states for *Teleopsis* chromosomal location were assigned the state that minimized the amount of chromosomal gene movement and all genes that produced an ambiguous reconstruction were discarded. A measure of the rate of protein evolution for each gene was taken from the analysis of the *T. dalmanni* EST database [50] and was based on maximum likelihood trees constructed from amino acid data (using a JTT substitution model with no invariant sites) for *A. gambiae*, three *Drosophila* species—*D. melanogaster*, *D. pseudoobscura* and *D. virilis*—and *T. dalmanni*. The index measures the percentage of the entire tree length comprised by the branch leading to *T. dalmanni*, and was calculated by dividing the length of the branch leading to *T. dalmanni* by the length of the entire tree. We also used, from the Baker et al. [50] study, data on the number of putative gene duplications with the genus as well as data from a microarray experiment that compared the level of gene expression between males from two artificial lines selected for increased and decreased eye span. Over-representation of gene ontology terms was evaluated with GeneMerge [96], which uses a hypergeometric distribution and Bonferroni correction for multiple testing, to provide statistical rank scores for numerous functional categories. Statistical analyses were conducted with JMP [97].

### Linkage Mapping

Syntenic relationships for identified genes were established after constructing a linkage map based on anonymous microsatellites [98] and annotated EST loci [50] containing variable length tracts of repeated glutamines [99]. We conducted two F2 intercross experiments between different pairs of replicate lines of *T. dalmanni* selected for either long (high line) or short (low line) male relative eye span [cf. 40,99]. The first intercross was conducted after 32 generations of selection by mating a high line male with a low line female. This cross produced 490 flies, including 231 females and 259 males, in a single F2 family. For this analysis we genotyped 80 females and 95 males at 17 microsatellite and 26 amino acid repeat loci, of which 11 were X-linked and exhibited recombination. The second intercross was conducted after 45 generations of selection by mating a low line male with a high line female. The male used in this cross carried a drive X chromosome, which exhibits very little recombination with a standard X chromosome [40]. We used a single F2 family containing 464 flies including 271 females and 193 males. These flies were genotyped at 20 microsatellite and 18 amino acid repeat loci, of which four were X-linked.

For each family we used Joinmap v. 4.0 [100] to assign microsatellite and amino acid repeat loci to linkage groups using Kosambi map distances. We used the CP population type for autosomal loci and X-linked loci in females because this option allows for heterogeneous segregation types, resulting from a mixture of homozygous and heterozygous parents, and coded each locus to fit segregation expectations for the corresponding parental genotypes. We used haploid segregation expectations for X-linked loci in males. Because some microsatellite or annotated loci were informative in only one of the crosses, we used Joinmap to produce a joint linkage map, which combines the linkage maps for males and females in both families. A total of 17 microsatellite and 6 annotated loci were genotyped for all flies in both families and provide a common framework for estimating linkage relationships.

## Supporting Information

Table S1 Gene CGH log ratio values for the four *Teleopsis* species. In the majority of cases, gene names and IDs correspond to the annotation used for the *Drosophila melanogaster* genes that are homologous to the *Teleopsis* ESTs that were the source of the CGH probes. A few genes, that had no significant hit to *D. melanogaster*, use the gene names for their homolog in *Anopheles gambiae*, while those with no significant hit to any other gene, are designated with ‘ORF-’. *Td-T. dalmanni*, *Tw-T. white*, *Tt-T. thaii* and *Tq-T. quinqueguttata*. The inferred chromosomal locations (A-autosomal, X-X chromosome, and U-unknown) are presented for each gene. Log ratio values averaged across all four hybridization, as well as the individual log ratios for each hybridization, are also presented for each gene.
(1.76 MB XLS) Click here for additional data file.

Table S2 Summary information on genotyped loci in *T. dalmanni*. Sample sizes and heterozygosity (Ho) for each sex, average CGH values, and linkage mapping in relation to chromosomal arm location in *D. melanogaster* (Dm) are provided. ‘Inf chr.’ provides the chromosomal location based on genotyping, while ‘CGH chr.’ provides the chromosomal location based on CGH. Linkage map value indicates chromosome and distance in cM (cf. Johns et al. [40]). These genes exhibit variation in amino acid repeats and were genotyped in outbred *T. dalmanni* flies as length variants by PCR.
(0.12 MB DOC) Click here for additional data file.

Table S3 Summary of gene movement for *Teleopsis* species. Gene designations are explained in Table S1 legend. ‘Duplicate set’ refers to whether a duplication event was inferred for that gene within stalk-eyed flies based on an analysis of EST consensus sequences. For each gene, the inferred chromosomal locations (A-autosomal, X-X chromosome, and {AX}-unknown) for each *Teleopsis* species as well as their chromosomal location in *D. melanogaster* and *A. gambiae* are presented. The ‘Move’ column summarizes to which chromosome and on which branch of the tree the gene movement occurred. See Fig. 5 for identification of branch numbers and changes occurring at the base of the *Teleopsis* tree are designated ‘inTeleopsis’. Log ratio values averaged across all four hybridization for each *Teleopsis* species are also presented.
(0.07 MB XLS) Click here for additional data file.

# Supplementary material for: Comparative Genomic Hybridization (CGH) Reveals a Neo-X Chromosome and Biased Gene Movement in Stalk-Eyed Flies (Genus Teleopsis)
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001121. doi: 10.1371/journal.pgen.1001121
**Supplement:** Table S2 — Summary information on genotyped loci in T. dalmanni. Sample sizes and heterozygosity (Ho) for each sex, average CGH values, and linkage mapping in relation to chromosomal arm location in D. melanogaster (Dm) are provided. ‘Inf chr.’ provides the chromosomal location based on genotyping, while ‘CGH chr.’ provides the chromosomal location based on CGH. Linkage map value indicates chromosome and distance in cM (cf. Johns et al. [40]). These genes exhibit variation in amino acid repeats and were genotyped in outbred T. dalmanni flies as length variants by PCR. (0.12 MB DOC)

| Gene name | Male N | Male Ho | Female N | Female Ho | Inf  chr. | Linkage map | CGH -  avg(log2(F/M)) | CGH  chr. | Dm arm |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| bifocal | 46 | 0.67 | 47 | 0.79 | A | 1.115 | -0.041 | A | X |
| CG33691 | 84 | 0.57 | 82 | 0.62 | A | 1.115 | 0.008 | A | X |
| Tenascin major | 46 | 0.30 | 46 | 0.26 | A | 1.118 | 0.065 | A | 3L |
| BarH1 | 92 | 0.58 | 94 | 0.55 | A | 1.147 | 0.025 | A | X |
| grainy head | 43 | 0.40 | 45 | 0.40 | A | 1.247 | 0.002 | A | 2R |
| trachaeless | 93 | 0.31 | 88 | 0.38 | A | 1.381 | - | - | 3L |
| CG12104 | 45 | 0.27 | 46 | 0.35 | A | 1.589 | -0.013 | A | 3L |
| armadillo | 41 | 0.73 | 42 | 0.64 | A |  | -0.078 | A | X |
| Ecdysone-induced protein 75B | 46 | 0.11 | 46 | 0.13 | A |  | 0.038 | A | 3L |
| E5 | 43 | 0.44 | 43 | 0.49 | A | 2 | - | - | 3R |
| La related protein | 42 | 0.62 | 43 | 0.47 | A | 2.063 | 0.026 | A | 3R |
| corto | 81 | 0.72 | 74 | 0.64 | A | 2.08 | 0.138 | A | 3R |
| ptip | 45 | 0.47 | 45 | 0.53 | A | 2.106 | 0.076 | A | 3L |
| cap-n-collar | 45 | 0.47 | 46 | 0.50 | A | 2.135 | -0.070 | A | 3R |
| CG31224 | 36 | 0.19 | 38 | 0.24 | A | 2.221 | -0.123 | A | 3R |
| Band 4.1 inhibitor LRP interactor | 84 | 0.63 | 79 | 0.54 | A | 2.225 | -0.023 | A | 3R |
| CG4409 | 47 | 0.30 | 47 | 0.40 | A | 2.228 | -0.022 | A | 2R |
| domino | 92 | 0.77 | 87 | 0.71 | A | 2.236 | -0.021 | A | 2R |
| headcase | 47 | 0.43 | 42 | 0.33 | A | 2.248 | -0.043 | A | 3R |
| M-spondin (Q)* | 47 | 0.11 | 42 | 0.19 | A | 2.277 | 0.022 | A | 2R |
| mastermind | 45 | 0.22 | 45 | 0.27 | A | 2.287 | 0.142 | A | 2R |
| CG10321 | 44 | 0.61 | 46 | 0.65 | A | 2.352 | 0.051 | A | 2R |
| CG31064 | 84 | 0.52 | 81 | 0.53 | A | 2.412 | 0.017 | A | 3R |
| CG34347 | 44 | 0.50 | 47 | 0.70 | A | 2.46 | 0.111 | A | 3R |
| toutatis | 46 | 0.41 | 45 | 0.51 | A | 2.46 | 0.088 | A | 2R |
| CG10082 | 86 | 0.59 | 87 | 0.51 | A | 2.7 | 0.079 | A | 2R |
| CG10435 | 45 | 0.13 | 46 | 0.15 | A |  | -0.048 | A | 3R |
| Darkener of apricot | 46 | 0.52 | 46 | 0.43 | A |  | -0.037 | A | 3R |
| M-spondin (S)* | 46 | 0.26 | 44 | 0.20 | A |  | 0.022 | A | 2R |
| SRPK | 130 | 0.37 | 124 | 0.39 | A |  | 0.050 | A | 2R |
| bunched | 92 | 0 | 91 | 0.73 | X | 3.013 | 0.630 | X | 2L |
| CG8668 | 82 | 0 | 77 | 0.68 | X | 3.064 | 0.918 | X | 2L |
| CG42389 | 84 | 0 | 81 | 0.56 | X | 3.212 | 0.603 | X | 2L |
| cryptocephal | 131 | 0 | 127 | 0.62 | X | 3.561 | 0.891 | X | 2L |
| 3531953:1 | 83 | 0 | 80 | 0.64 | X |  | - | - | - |
| ORF-126 | 47 | 0 | 47 | - | Y | - | -6.732 | Y | - |

*- generated from different, non-overlapping consensus sequences that both have homology to M-spondin. The letter in parenthesis indicates the type of variable amino acid repeat.

How the deposited data were processed for this re-analysis (not part of the article)

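Genomic DNA of males and females of 4 *Teleopsis* species was compared on 16 two-channel Agilent arrays, 4 for each of *T. dalmanni*, *T. whitei*, *T. thaii* and *T. quinqueguttata*, with females in the Cy5 channel and males in the Cy3 channel on every array. Each hybridization sample was DNA pooled from 4 or 5 flies, as the paper states. The probes come from *T. dalmanni* transcripts, so the other species were measured with probes of another species.

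The deposited intensity values are those the authors extracted from the scanned images with the Feature Extraction software, before and after its background subtraction, detrending and linear dye normalization, as the file headers state. The log10 ratios of both channels were made by the authors with the same software from the processed signals. A table of log2 ratios, made by the authors as the median over the probes of a conseq and centralized per hybridization, was used to check the values and as an alternative. Both kinds of values were tested against each other: of the conseqs whose row in the authors' table lay within 0.1 of the computed values, 2779 of 2779 stood where the sorted order of conseqs puts them.

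Each scanner output was used for the sample it is recorded for, and no array was placed by its values. The outputs recorded for *T. dalmanni* replicate 4 and *T. quinqueguttata* replicate 1 hold the values that the authors' table gives for each other's sample. The authors' table and leaving out each of these arrays were among the alternatives set before the data were examined. Exchanging the outputs and leaving both out were added after the data were examined. Where the signals of sets of conseqs were compared, neither of these arrays was used.

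Log10 ratios were converted to log2 female/male ratios. Features saturated in either channel and features with a signal under 2 times the background in both channels were left out. The median over the features of a conseq was taken and each array was centralized on the mode of its autosomal peak (kernel density, bandwidth 0.03). For each species, the boundary was the middle of the window 0.1 wide, moved by 0.0125 between 0.2 and 0.8, with the fewest conseq means. A conseq was autosomal or X-linked where the 95% confidence interval of its mean (1.96 standard errors, 4 arrays) lay below or above the boundary, and unknown otherwise. A mean of −2 or lower with every array at −1 or lower marked a putatively Y-linked conseq. K-means used 2 clusters and 50 starts. Species were compared with limma on all 16 arrays (adjusted p under 0.05 by Benjamini-Hochberg within each of 6 contrasts, difference of at least 0.5) over the 3683 conseqs with a value on every array. Direction was compared between *T. thaii* and *T. quinqueguttata* with Fisher's exact test. Signals of sets of conseqs were compared with permutation tests of 100000 resamples. The named conseqs are every gene the paper names for its ratio, the loci of Table S2, the genes Table S3 places on a branch within the genus, the conseqs that met the rule for the Y chromosome, and the 3 largest differences of each contrast among those whose arrays do not overlap. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and R 4.3.3 with limma 3.58.1 were used.

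The median signal over background per array was between 37.5 and 91.8 (males) and 46.8 and 101 (females) in *T. dalmanni*, 33.8 and 41.9, and 17.7 and 20.3 in *T. whitei*, 13.9 and 23.4, and 15.4 and 20.8 in *T. thaii*, and 24.3 and 84.0, and 33.8 and 82.2 in *T. quinqueguttata*. Between 93.5 and 99.7% of the features were kept. The number of arrays limits the precision of each mean.

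Replicates were not paired: 24 pairs of arrays with the same replicate number in different species had a mean correlation of 0.00584 after the species means were removed, against −0.00879 for the 72 other pairs. The calls were tested on simulated data with known chromosomes, and the limma fit on simulated differences. Gene names were taken from Tables S1 and S3 by value. Table S1 is held here as the first 1971 of its 3444 rows and Table S3 as 192 genes, so no overlap or enrichment was computed on either. A genome of *Teleopsis* and the *D. melanogaster* arm of each conseq were not at hand, so the relation between the X chromosome and 2L was not tested over all genes, and PCR, genotyping, protein evolution and duplication were not analysed here.

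The alternatives were normexp background correction, the authors' gene-level values, loess normalization, other filters on dim, saturated and outlying features, the mean over features, at least 3 features per conseq, median centring, 2 other intervals, 2 other sets of cut-offs, K-means calls, the state with the fewest changes for unknown conseqs, a block for the replicate, only the 8 arrays compared, a pooled-variance test, no minimum difference, and each array left out in turn. A block for the slide was planned but not run, since each species fills 1 slide by the positions in the scanner output.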

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

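The tests of added male copies, of a lost female signal, of an exchange of scanner output or of names and of other splits of the arrays were chosen only after the result was seen, and so was the count of conseqs beyond the genes the paper names.

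In each species the 4 hybridizations were compared for an array far from the rest: 84 groups were tested, chance gives about 4.2, and 14 were found, every one of them on the array recorded for *T. dalmanni* replicate 4 or for *T. quinqueguttata* replicate 1. The first had a male signal of 37.5 times the background, against 85.1 or more on the other *T. dalmanni* arrays, 194 features under 2 times the background in both channels, an X-linked peak at 0.725 and a mean correlation of 0.676 with the other arrays. Its log2 ratio was 0.47 for ORF-126, −4.84 for *RNA polymerase II 215kD subunit*, −4.40 for the *Cuticular protein 35B* copy listed as dupA, and 0.71 for *Cuticular protein 35B*. The second had a male signal of 84.0 and a female signal of 82.2 times the background, against at most 32.2 for males on the other *T. quinqueguttata* arrays. Its log2 ratio was −6.35 for ORF-126, −0.0518 for *RNA polymerase II 215kD subunit*, −0.0647 for dupA and 0.95 for ORF-118. The values argue against a failed hybridization, since each array carries the low ratios that the uncontested arrays show only in the other species. A candidate explanation is that each array holds DNA of the other species, and the male signal of 84.0 on the array recorded for *T. quinqueguttata* replicate 1 is what it needs. A swap of the names in the authors' table alone is argued against, since that array correlated at 0.899 or more with *T. dalmanni* replicates 1 to 3 and at 0.767 or less with *T. quinqueguttata* replicates 2 to 4. Whether DNA or scanner output was exchanged stays open. No biological explanation was tested.

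Log2 ratios that differed between species by limma, with no overlap between the arrays, were largest for ORF-126, which was lower in *T. dalmanni* than in *T. thaii* by a difference of −5.93 (adjusted p = 0.0194 by limma), on 4 of 4 arrays. Between *T. dalmanni* and *T. whitei*, *CG41584* was higher in *T. dalmanni* by 2.08 (adjusted p = 5.94e-05 by limma), ORF-118 by 1.55 (adjusted p = 0.0298 by limma) and *CG11260* by 1.49 (adjusted p = 1.33e-09 by limma). Conseq 3538969 part 1.1 was lower in *T. whitei* than in *T. quinqueguttata*, with a difference of −1.23 (adjusted p = 0.00374 by limma). Each was so on all 4 arrays of both species. The low *T. whitei* ratio of ORF-118, at −0.86, depends on the filter: it was 0.03 with no filter on dim features, 0.04 with dim features left out in either channel, and 0.10 with features well above background only and by the authors' values. That of conseq 3538969 part 1.1, at −0.78, was −0.29 with features well above background only and −0.30 by the authors' values. Each species fills 1 slide and *T. whitei* has its own software version, so for these genes other than ORF-126 species and slide cannot be told apart. The ratio of ORF-126 was 0.47 on 1 array recorded on the *T. dalmanni* slide and −6.35 on 1 array recorded on the *T. quinqueguttata* slide. These values argue against the slide only if both outputs come from the slides in their headers. If the outputs were exchanged with their headers, which stays open, they say nothing about the slide. Apart from the arrays, the paper places ORF-126 on the Y chromosome of *T. dalmanni* by PCR. Relative to the other species and to autosomal conseqs, *CG11260* in *T. whitei* had a log2 shift of −1.04 in the female signal and of 0.18 in the male signal. For *CG41584* in *T. whitei* the shifts were 1.43 and 2.93. No test was run on these single genes, so copy number or divergence of the genes other than ORF-126 between species stays open.

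Of the 35 ways to split the 8 arrays of a pair of species, only the real one, 1 split, gave as many called conseqs for each pair other than *T. dalmanni* and *T. quinqueguttata*. The other splits mix both species in each group, which widens the spread, and their median count was 0. A first rank among 35 such splits therefore does not exclude a grouping by chance. For *T. dalmanni* against *T. quinqueguttata* limma called 0 conseqs, with 29 at an unadjusted p under 0.05 and 0 by the pooled-variance test, so that all 35 splits had to give as many and the count says nothing about chance. The split that puts *T. quinqueguttata* replicate 1 with *T. dalmanni* and *T. dalmanni* replicate 4 with *T. quinqueguttata* gave 75. Without *T. quinqueguttata* replicate 1, limma called 24 higher in *T. dalmanni* and 1 lower.

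In *T. thaii*, 4 conseqs without a gene name that the paper does not discuss met the rule for putatively Y-linked genes. Conseq 3535233 part 1.2 had a ratio of −2.49, and was higher in *T. whitei* by 2.57 (adjusted p = 4.67e-12 by limma). Conseq 3533745 part 1.2 had −2.28, lower than in *T. quinqueguttata* with a difference of −2.29 (adjusted p = 7.24e-11 by limma), and part 1.1 of the same contig had −2.25, with a difference of −2.24 (adjusted p = 7.24e-11 by limma). Each was so on all 4 arrays of both species. Conseq 3540265 part 1.1 had −2.03, and −1.84 by the authors' values, which does not meet the rule. It had −1.14 with normexp background correction and −0.87 with dim features left out in either channel. Without *T. thaii* replicate 2, the rule listed 7 conseqs. Beyond the 3 genes the paper names, 26 conseqs had a mean of −0.8 or lower with every array at −0.5 or lower in 1 species, a rule chosen after the values were seen: 23 in *T. thaii* and 3 in *T. whitei*. In *T. whitei* there were 5 without *T. whitei* replicate 1, and in *T. quinqueguttata* 11 without *T. quinqueguttata* replicate 1, the named genes included, against 0. Of the 26, 4 met the rule for putatively Y-linked genes and the other 22 were called autosomal. In *T. thaii* they include 2 conseqs of *CG15311*, *cueball*, *astray*, *CG1826* and *IplI-aurora-like kinase*, which Table S3, as held here, lists as the only gene onto an autosome on the *T. thaii* branch, with a ratio of −1.43 ± 0.22 (SD, n = 4).

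Relative to the other species, the female signal of the 23 conseqs in *T. thaii* was not detectably lower than that of conseqs autosomal in all 4 species (median difference −0.10, permutation test p = 0.44). For the 23 as a set, this argues against a loss of the female signal, from sequence divergence in 1 sex or a failed female labelling, as the cause. Their male signal was higher by a median log2 difference of 1.61 (permutation test p = 1e-05, the smallest that the permutations can give; adjusted p = 1.1e-05 over 9 tests), and was raised in 22 of 23. This is what added copies in males would give, and copies on the Y chromosome are a candidate explanation. The 23 conseqs were chosen for their ratio, so 1 sex had to differ, and only which one was open. Their female shift lay within 1 in 20 of 23, but *CG32499* had −1.03 in females and −0.05 in males. The 3 conseqs of *T. whitei* were not tested. Their median shifts were 1.35 in males and 0.03 in females, but *CG11260* had 0.18 and −1.04. For these 2 genes a lost female signal stays open. Repeats with more copies in males, DNA from another source in the male samples, and cross-hybridization of related sequences were not tested and stay open.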

How the results depend on the processing

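The settings of the main analysis, the comparisons between species and the alternatives for them were fixed before the data were examined. Chosen after seeing the data were the exchange of the outputs recorded for *T. dalmanni* replicate 4 and *T. quinqueguttata* replicate 1, leaving both out, the authors' values for the putatively Y-linked genes and for the peaks of single arrays, the alternatives for genes near the cut-off, and the tests that the other parts name as such. Over all alternatives, 1249 values of the main results stayed within 1.5 times the main count, within their spread or on the same side of their threshold. A further 135 moved and 3 gained a p under 0.05. Many of the 1249 could not move, since leaving out an array of 1 species leaves the calls, peaks and correlations of the others unchanged. The tally is therefore no measure of stability. The balance of the calls between both directions did reverse for some pairs, with the pooled-variance test among others. The counts of X-linked and autosomal conseqs and of K-means clusters stayed within 1.5 times the main count under every alternative run. Of the values run with outlier-marked features left out, saturated features kept or at least 3 features per conseq, the counts of calls, cut-offs, peaks, correlations and counts of differences by limma stayed so, as did the counts of calls with limma's moderated interval. Other results did change: with at least 3 features per conseq, the conseqs differing between species by interval calls fell from 21 to 11. The ratio of such conseqs by K-means calls to those by interval calls rose from 8.48 to 13.5. Of the 12 conseqs of genes placed onto the X chromosome in *T. thaii*, 3 were then X-linked, against 5 in the main analysis and 7 with limma's moderated interval, which also made *Ribosomal protein L38* X-linked. Where a value moved, the cause was not tested, unless the alternative itself leaves out arrays or conseqs.

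With the authors' gene-level values, 17 conseqs were unknown in *T. dalmanni*, the cut-offs were 0.4875 in *T. dalmanni* and 0.55 in *T. thaii*, and the peaks were 0.8675 in *T. whitei* and 0.81 in *T. quinqueguttata*. Putatively Y-linked conseqs numbered 1 in *T. dalmanni* and 2 in *T. quinqueguttata*, and Fisher's exact test of direction gave p = 0.000129. Limma called 79 conseqs higher in *T. dalmanni* than in *T. quinqueguttata* and 2 the other way, 15 higher in *T. dalmanni* than in *T. whitei*, and 68 higher in *T. whitei* than in *T. quinqueguttata* and 9 the other way. Exchanging the 2 scanner outputs gave 16 unknown conseqs and a cut-off of 0.5 in *T. dalmanni*, a peak of 0.8225 in *T. quinqueguttata*, 1 and 2 putatively Y-linked conseqs, and p = 0.0031 by Fisher's exact test. Limma then called 72 and 3, 14, and 68 and 13 conseqs for the same comparisons. With both files left out, 35 conseqs were unknown in *T. dalmanni* and 235 in *T. quinqueguttata*, the *T. quinqueguttata* cut-off was 0.3375, 1 and 2 conseqs were putatively Y-linked, 5 conseqs were X-linked and 5 autosomal in *T. quinqueguttata* alone (Fisher's exact test of direction, p = 0.664), and limma called 74 and 4, 13, and 78 and 11.

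Intervals from Student's t distribution left 253 conseqs unknown in *T. dalmanni*, 101 in *T. whitei*, 501 in *T. thaii* and 268 in *T. quinqueguttata*. With K-means calls Fisher's exact test gave p = 2.07e-11. Normexp background correction left 91 conseqs unknown in *T. whitei* and 418 in *T. thaii*, with a *T. whitei* cut-off of 0.4 and peaks of 0.835 in *T. thaii* and 0.825 in *T. quinqueguttata*. Under it limma called 5 conseqs higher in *T. whitei* than in *T. quinqueguttata* and 0 higher in *T. whitei* than in *T. dalmanni*, where 4 had an unadjusted p under 0.05 and the pooled-variance test called 0. With the mean of features, the cut-offs were 0.4125 in *T. whitei*, 0.4 in *T. thaii* and 0.3625 in *T. quinqueguttata*, the *T. whitei* correlation was 0.904, and 14 conseqs were higher in *T. dalmanni* and 9 higher in *T. quinqueguttata* than in *T. whitei*.

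Loess normalization gave cut-offs of 0.3625 in *T. dalmanni* and 0.625 in *T. thaii*, a *T. whitei* peak of 0.97, and 4 conseqs higher in *T. whitei* than in *T. dalmanni*. With no filter on dim features, the *T. thaii* cut-off was 0.55 and the *T. whitei* peak 0.87, with 15 conseqs higher in *T. dalmanni* and 10 higher in *T. quinqueguttata* than in *T. whitei*. Dim features left out in either channel gave 5 conseqs higher in *T. whitei* than in *T. dalmanni* and 22 higher than in *T. quinqueguttata*. Features well above background alone gave cut-offs of 0.55 in *T. thaii* and 0.3625 in *T. quinqueguttata*. Median centring gave a *T. thaii* cut-off of 0.55 and a peak of 0.845.

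With no minimum difference, which only adds conseqs, limma called 12 conseqs higher in *T. whitei* than in *T. dalmanni*, 105 and 169 for *T. dalmanni* against *T. thaii*, 184 and 174 for *T. whitei* against *T. thaii*, 47 and 17 for *T. whitei* against *T. quinqueguttata*, and 215 and 71 for *T. thaii* against *T. quinqueguttata*. A pooled-variance test of the 8 arrays called 2 and 1 for *T. dalmanni* against *T. whitei*, 23 and 2 against *T. thaii*, 22 and 5 for *T. whitei* against *T. thaii*, 3 and 2 for *T. whitei* against *T. quinqueguttata*, and 2 and 26 for *T. thaii* against *T. quinqueguttata*. Against limma's 42 and 70, 42 and 56, and 98 and 39, the balance is reversed for the 3 pairs with *T. thaii*. For *T. whitei* against *T. thaii* it was also reversed with dim features left out in either channel (50 and 44), median centring (49 and 47), only the 8 arrays compared (36 and 27), no minimum difference, and without *T. whitei* replicate 3 (47 and 38) or *T. thaii* replicate 4 (34 and 23). For *T. dalmanni* against *T. thaii* it was so without *T. thaii* replicate 4 (36 and 35), and for *T. whitei* against *T. quinqueguttata* with normexp background correction (5 and 6) and without *T. whitei* replicates 1, 2 or 4 or *T. quinqueguttata* replicates 3 or 4 (3 and 4, 2 and 3, 2 and 4, 2 and 3, and 1 and 3). Limma on only the 8 arrays compared called 7 conseqs higher in *T. whitei* than in *T. dalmanni* and 24 higher than in *T. quinqueguttata*, and 46, 27 and 45 higher in *T. thaii* than in *T. dalmanni*, *T. whitei* and *T. quinqueguttata*. With the replicate number as a block, 4 conseqs were higher in *T. whitei* than in *T. dalmanni*, against 2. A block for the slide was not run, since each species fills 1 slide.

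With each array left out in turn, cut-offs ranged from 0.4375 to 0.4875 in *T. dalmanni*, 0.4875 to 0.575 in *T. whitei*, 0.425 to 0.625 in *T. thaii* and 0.3375 to 0.45 in *T. quinqueguttata*, and the *T. whitei* peak from 0.88 to 0.9425. Unknown conseqs ranged from 35, without *T. dalmanni* replicate 4, to 189, without replicate 1, in *T. dalmanni*, and from 148 to 235, without *T. quinqueguttata* replicate 1, in *T. quinqueguttata*. Putatively Y-linked conseqs ranged from 0 to 1 in *T. dalmanni*, the highest without replicate 4, from 3 to 7 in *T. thaii*, the highest without replicate 2, and from 0 to 2 in *T. quinqueguttata*, the highest without replicate 1. Conseqs higher in *T. dalmanni* ranged from 4 to 14 against *T. whitei*, the highest without *T. dalmanni* replicate 4, from 35 to 78 against *T. thaii*, and from 0 to 24 against *T. quinqueguttata*. Those higher in *T. whitei* ranged from 1 to 4 against *T. dalmanni*, 34 to 71 against *T. thaii* and 1 to 72 against *T. quinqueguttata*. Those higher in *T. thaii* ranged from 35 to 94 against *T. dalmanni*, 23 to 74 against *T. whitei* and 50 to 130 against *T. quinqueguttata*, the lowest without *T. thaii* replicate 4. Those higher in *T. quinqueguttata* ranged from 0 to 1 against *T. dalmanni*, 3 to 11 against *T. whitei* and 33 to 74 against *T. thaii*. For comparisons with *T. quinqueguttata*, the highest values of 24, 72, 130, 1 and 11 came without *T. quinqueguttata* replicate 1. For those with *T. thaii*, the highest values of 78, 71, 74 and 94 came without *T. thaii* replicate 2. The count of conseqs higher in *T. dalmanni* than in *T. whitei* fell from 8 to 4 without *T. dalmanni* replicate 3 and to 5 without replicate 1 or 2, or *T. whitei* replicate 3 or 4. That of the other direction was 1 without *T. dalmanni* replicate 3 and 4 without *T. thaii* replicate 4. The 14 conseqs higher in *T. whitei* than in *T. quinqueguttata* became 30 without *T. dalmanni* replicate 4, 9, 6 and 9 without its replicates 1, 2 and 3, 3, 2, 7 and 2 without each *T. whitei* array in order, and 3, 2 and 1 without *T. quinqueguttata* replicates 2, 3 and 4. The 5 of the other direction became 3 without any of the last 3 arrays or *T. whitei* replicate 2. Without *T. quinqueguttata* replicate 1, Fisher's exact test of direction gave p = 0.58. In the other 15 runs *T. quinqueguttata* had 0 species-specific conseqs, so the test could only give 1 and shows no stability.

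Signal over background was 13.9 at its lowest, in *T. thaii*, and the share of features kept was 93.5% at its lowest, in *T. whitei*. Which of these limits the calls more was not compared. In simulated data with known chromosomes, 88 and 87 of 100 species-specific conseqs were found. Every X-linked conseq there had the same true ratio of 0.9, with no compressed ratios, so the number of arrays is not excluded as a limit. With each array left out in turn, the count X-linked in *T. thaii* alone ran from 1 to 33. The alternatives for the relation between the X chromosome and *D. melanogaster* arms were not run over all genes, since an arm was at hand only for the genes of Tables S2 and S3. K-means calls and the correlations have no interval or cut-off to vary.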

Differences from the paper's values

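Values here count conseqs and the paper's count genes. For the cut-off in *T. dalmanni*, the paper's value is 0.5 and the value here is 0.4375 (SD 0.04, n = 4 arrays). Of the 27 alternatives set before the data were examined, normexp background correction, the authors' gene-level values (0.4875), and leaving out *T. dalmanni* replicate 1 or 4 gave a value within the SD of the paper's and the other 23 did not. Over all 27, values ranged from 0.3625 to 0.4875. Exchanging the outputs recorded for *T. dalmanni* replicate 4 and *T. quinqueguttata* replicate 1, which was chosen after seeing the values, gave 0.5. For unknown genes in *T. dalmanni*, the paper's value is 16 and the value here is 96. Of the 31 alternatives set before the data were examined, the authors' gene-level values (17) came within 1.5 times the paper's value and the other 30 did not, with counts from 35, without *T. dalmanni* replicate 4, to 253, and with 189, 186 and 167 without replicates 1, 2 and 3. The exchange, chosen after seeing the values, gave 16.

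For autosomal genes that K-means scored as X-linked, the paper's value in *T. whitei* is 5 and the value here is 1. Leaving out *T. whitei* replicate 3 (4) brought the count within 1.5 times the paper's, and the other 26 alternatives set before the data were examined did not, with counts down to 0. In *T. quinqueguttata* the paper's value is 6 and the value here is 0, as under all 27 alternatives. For the gene movement that K-means calls require against the interval calls, the paper's value is 3, from moves on a tree. The value here is 8.48, a ratio of counts of conseqs that differ between species, which is another measure. The authors' gene-level values (4.26) and leaving out *T. thaii* replicate 2 (3.70) came within 1.5 times the paper's value, and the other 29 alternatives did not, with values up to 35.6 and of 13.5 without *T. thaii* replicate 3. The exchange, chosen after seeing the values, gave 4.12.

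For genes on the X chromosome in *T. thaii* alone, the paper's value is 12 and the value here is 4 conseqs called in all 4 species. Of the 33 alternatives set before the data were examined, the mean over features (12), a cut-off of 0.5 in every species (9) and the cut-offs implied by Table S1 (10) came within 1.5 times the paper's value, and the other 30 did not, with counts from 0 to 112, the highest from K-means calls. Without *T. thaii* replicate 2 the count was 33, and without replicates 1, 3 and 4 it was 1, 1 and 2. For genes on an autosome in *T. quinqueguttata* alone, the paper's value is 23 and the value here is 0. K-means calls (17) came within 1.5 times, and the other 32 alternatives did not, with 14 by the authors' gene-level values and 1 without *T. quinqueguttata* replicate 1. The exchange gave 14 as well, and is not within 1.5 times. The paper's counts come from a reconstruction that also uses *D. melanogaster* and *A. gambiae*, which was not repeated. The authors' values were called with a *T. quinqueguttata* cut-off of 0.4375, whereas the paper's calls imply 0.5.

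The paper places ORF-126 on the Y chromosome of *T. dalmanni* and *RNA polymerase II 215kD subunit* on that of *T. quinqueguttata*, both by PCR as well, and lists a copy of *Cuticular protein 35B* as putatively Y-linked in *T. quinqueguttata*. None of them had a low ratio on every array here, with means of −5.01 ± 3.67, −3.90 ± 2.57 and −3.29 ± 2.15 (SD, n = 4 each). All 3 met the rule without *T. dalmanni* replicate 4 or *T. quinqueguttata* replicate 1, and, in alternatives chosen after seeing the values, with the authors' gene-level values, the exchange, and both outputs left out. The next lowest ratio of *T. dalmanni* was −1.21 here, and −0.57 by the authors' gene-level values.

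The paper states that the peaks of all 3 other species lie closer together than those of *T. dalmanni*. Here the mode of the X-linked conseqs was 0.92 in *T. whitei*, 0.8975 in *T. thaii* and 0.8625 in *T. quinqueguttata*, against 0.845 in *T. dalmanni*. With the authors' gene-level values they were 0.8675, 0.88 and 0.81 against 0.90. Without *T. dalmanni* replicate 4, the *T. dalmanni* mode was 0.91, above *T. thaii* and *T. quinqueguttata* only. The paper states that *T. dalmanni* had the fewest unknown genes and the highest correlation between hybridizations. Here *T. whitei* had 53 unknown conseqs against 96, and a mean correlation of 0.927 against 0.805. With the authors' gene-level values, *T. dalmanni* had 17 against 56, and 0.938 against 0.917. Without *T. dalmanni* replicate 4, it had 35 and 0.935. The exchange, chosen after seeing the values, gave it 16 and 0.939.

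The paper describes most moves off the X chromosome on the *T. quinqueguttata* branch. Here 3 conseqs were autosomal in *T. thaii* alone and 0 in *T. quinqueguttata* alone, whereas the authors' gene-level values gave 1 and 14, K-means calls 16 and 17, and, in alternatives chosen after seeing the values, the exchange 2 and 14 and both outputs left out 3 and 5. The paper states that genes breaking the relation of the X chromosome with 2L are not concentrated in the valley. Here 5.19% of their conseqs lay within 0.2 of the cut-off, against 1.71% of the others. In alternatives chosen after seeing the values, the authors' gene-level values and the exchange gave 1.48% against 1.15%, and leaving out *T. dalmanni* replicate 4 gave 2.96% against 1.38% and leaving out replicate 2 gave 8.15% against 2.47%.

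The paper lists *bunched* as X-linked in *T. dalmanni*, and it was unknown here and X-linked with the authors' gene-level values. The paper places *Ribosomal protein L38* and *Ribosomal protein S23* on the X chromosome in *T. thaii*, and both were unknown here. Both were X-linked with the mean over features, a cut-off of 0.5, the cut-offs implied by Table S1, K-means calls, and without *T. thaii* replicate 1. *Ribosomal protein L38* alone was X-linked with the authors' gene-level values, no filter on dim features, features well above background, limma's moderated interval, and without *T. thaii* replicate 2. Of the 12 conseqs of the genes placed onto the X chromosome in *T. thaii*, 5 were X-linked here. All 12 were X-linked with the mean over features, a cut-off of 0.5, the cut-offs implied by Table S1 and K-means calls, 11 without *T. thaii* replicate 2, 2 without replicate 3 and with loess normalization, and 0 with wider intervals from the t distribution. Of the 23 conseqs placed onto an autosome in *T. quinqueguttata*, 0 were autosomal here and 1, of *CG11592*, was X-linked. The authors' gene-level values gave 13 autosomal, at a cut-off of 0.4375 where the paper's calls imply 0.5. K-means calls gave 7 and leaving out *T. quinqueguttata* replicate 1 gave 3. In alternatives chosen after seeing the values, the exchange gave 11 and both outputs left out 3. Of the 4 conseqs placed onto an autosome in *T. whitei*, 1 was autosomal here. All 4 were with features well above background, and 3 with the authors' gene-level values, no filter on dim features and K-means calls, while 0 were with the mean over features, intervals from the t distribution, and without *T. whitei* replicate 1 or 2, and 2 without replicate 3.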

Other observations

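The tests of the *T. quinqueguttata* signal and of the noise in *T. thaii* were set out before their results were seen, but the 14 conseqs and the arrays of the first were chosen again after a result with exchanged outputs had been seen. The tests of the 65 conseqs, of the exchanged arrays and names, and of the ratios of the 14 against weakly binding autosomal conseqs were chosen only after the result was seen.

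For the 14 conseqs that the authors' values place on an autosome in *T. quinqueguttata* alone, a candidate explanation is a compressed ratio where *T. quinqueguttata* DNA binds the *T. dalmanni* probes weakly. Their signal relative to *T. dalmanni* was lower than that of the 332 conseqs X-linked in all 4 species by a median log2 difference of −2.88 (permutation test p = 1e-05, the smallest possible; adjusted p = 1.1e-05), and 12 of the 14 lay below the lower quartile in both sexes. Among conseqs X-linked in the other 3 species by the same values, ordered by this signal in bins of 107, the median *T. quinqueguttata* ratio was 0.56 in the lowest bin, 0.77 and 0.80 in the middle bins and 0.84 in the highest, and 12 of the 14 autosomal calls fell in the lowest. In *T. whitei* such bins went from 0.86 to 1.00, without an autosomal call. In *T. thaii* they went from 0.89 to 0.84, with 1 autosomal call in the highest bin. This table was chosen after the values were seen. The median ratio of the 14 was 0.19, and 7 of them lay at 0.2 or above, against 1.90% of the 263 conseqs autosomal in all 4 species that bind as weakly, which had a median of 0.00 (median difference 0.19, permutation test p = 1e-05). This argues against a move off the X chromosome of every one of the 14. A move off the X chromosome would leave the male signal unchanged or higher apart from divergence, and the male signal was lower by −2.63. For the set, the signal and the ratios are those that a compressed ratio needs. Since faster divergence lowers both signals and the paper reports faster evolution of moved genes, a move of some of the 14 and a compressed ratio cannot be told apart. What keeps it open is that no measure of divergence in *T. quinqueguttata* was at hand. *Deoxyribonuclease II*, with a male signal of −0.10 and a female signal of −0.94 relative to *T. dalmanni* and a ratio of 0.05 ± 0.09 (SD, n = 4) by the authors' values and 0.31 ± 0.45 (SD, n = 4) as recorded, is not among the weakly binding ones. Nor is *lethal (2) k14505*, with a male signal of 0.66 and a female signal of 0.15, whose ratio of 0.30 ± 0.04 (SD, n = 4) by the authors' values and 0.45 ± 0.29 (SD, n = 4) as recorded lies between both peaks. A move alone would leave the female signal unchanged, so the lower female signal of *Deoxyribonuclease II* is not what it gives. Neither was chosen before its values were seen.

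For the 4 conseqs X-linked in *T. thaii* alone, noise of weakly binding conseqs may be an explanation. Their median SD across arrays was 0.33, against 0.14 for conseqs autosomal in all 4 species, and all 4 were at the 84.9th percentile or higher. The signal of 3 of them was among the highest, however, and only conseq 3534743 part 2.2, at 1.93 ± 0.96 (SD, n = 4), had a low one. With 4 conseqs, noise and a move cannot be told apart. The number itself rests on single arrays, with 33 without *T. thaii* replicate 2 1 without replicate 1 or 3 and 2 without replicate 4.

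A larger set bears on the same species. By limma, 65 conseqs autosomal in *T. dalmanni* were higher in *T. thaii*. Of these, 58 were unknown, 5 X-linked and 2 autosomal in *T. thaii*, with a median ratio of 0.67, and 59 had their highest ratio on replicate 4. The medians on the 4 replicates were 0.51, 0.40, 0.68 and 1.03. Without *T. thaii* replicate 4, limma called 35 conseqs higher in *T. thaii* than in *T. dalmanni*, against 70 with it. In *T. whitei* the median of the 65 was 0.15, with 54 of them above 0, and in *T. quinqueguttata* it was 0.02. If these genes had moved onto the X chromosome, the male signal would be lower and the female signal unchanged. The male signal relative to *T. dalmanni* was instead higher than that of conseqs autosomal in all 4 species by a median of 0.50 and the female signal by 1.31 (permutation tests, p = 1e-05 each, the smallest the permutations can give; adjusted p = 1.1e-05). A move would then need closer sequences to have raised the male signal by 1 log2 unit more, a level that 1.07% of autosomal conseqs reach, so the values argue against a move onto the X chromosome for the set as a whole. After the part of the difference shared with *T. quinqueguttata* was removed, a step chosen after the values were seen, the shifts were 0.38 and 1.12. GC content of the probes is argued against as the only cause. Of the conseqs autosomal in the other 3 species, 600 had GC content at or above the median of the 65 (41.4%), whatever their *T. thaii* call. Their median ratio in *T. thaii* was 0.00527, and 5.67% of them lay at 0.5 or above. The median GC content of conseqs autosomal in all 4 species was lower, at 39.1%, and no rate was taken at lower GC content. A contribution of GC content therefore stays open. The comparison of the 600 was chosen after the values were seen. It took the place of the removal of a linear trend, which shifted no autosomal conseq by more than 0.04 and so tested nothing. Added female signal may explain the pattern. RNA carried over into the female samples, extra copies in females and a scanner or labelling effect of replicate 4 were not tested and stay open, as does a move of single genes. *Ribosomal protein L32* and *Elongation factor 1alpha48D* show the same higher signal in both sexes.

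An exchange between *T. dalmanni* replicate 4 and *T. quinqueguttata* replicate 1 was tested on the brightness, which the ratios do not fix. The output recorded for *T. quinqueguttata* replicate 1 had a male signal of 84.0 times the background, against 24.3 to 32.2 on the other *T. quinqueguttata* arrays and 85.1 to 91.8 on *T. dalmanni* replicates 1 to 3. The other array fits less well: the output recorded for *T. dalmanni* replicate 4 had a male signal of 37.5 and a female signal of 46.8, above those of *T. quinqueguttata* replicates 2 to 4 (up to 32.2 and 40.7), and 194 dim features against 1478 to 1888. The slide and position written inside both outputs are those of the record. A swap of the names in the authors' table alone would leave each array with the DNA of its record, and is argued against by the correlation of the output recorded for *T. quinqueguttata* replicate 1 with *T. dalmanni* replicates 1 to 3, at 0.899 or more, against 0.767 or less with *T. quinqueguttata* replicates 2 to 4. It may therefore be a swap of the DNA on the slides or of the outputs with their headers, and these were not separated. With the outputs exchanged, 75 conseqs differed between both species by limma, 72 of them higher in *T. dalmanni*, against 0 as recorded, where 29 had an unadjusted p under 0.05 and the pooled-variance test called 0. No biological explanation was tested.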
